# Global analysis of dorsoventral patterning in the wasp *Nasonia* reveals extensive incorporation of novelty in a regulatory network

**DOI:** 10.1186/s12915-016-0285-y

**Published:** 2016-08-01

**Authors:** Daniel Pers, Thomas Buchta, Orhan Özüak, Selma Wolff, Jessica M. Pietsch, Mohammad Bilal Memon, Siegfried Roth, Jeremy A. Lynch

## Abstract

**Background:**

Gene regulatory networks (GRNs) underlie developmental patterning and morphogenetic processes, and changes in the interactions within the underlying GRNs are a major driver of evolutionary processes. In order to make meaningful comparisons that can provide significant insights into the evolution of regulatory networks, homologous networks from multiple taxa must be deeply characterized. One of the most thoroughly characterized GRNs is the dorsoventral (DV) patterning system of the *Drosophila melanogaster* embryo. We have developed the wasp *Nasonia* as a comparative DV patterning model because it has shown the convergent evolution of a mode of early embryonic patterning very similar to that of the fly, and it is of interest to know whether the similarity at the gross level also extends to the molecular level.

**Results:**

We used RNAi to dorsalize and ventralize *Nasonia* embryos, RNAseq to quantify transcriptome-wide expression levels, and differential expression analysis to identify genes whose expression levels change in either RNAi case. This led to the identification of >100 genes differentially expressed and regulated along the DV axis. Only a handful of these genes are shared DV components in both fly and wasp. Many of those unique to *Nasonia* are cytoskeletal and adhesion molecules, which may be related to the divergent cell and tissue behavior observed at gastrulation. In addition, many transcription factors and signaling components are only DV regulated in *Nasonia*, likely reflecting the divergent upstream patterning mechanisms involved in producing the conserved pattern of cell fates observed at gastrulation. Finally, several genes that lack *Drosophila* orthologs show robust and distinct expression patterns. These include genes with vertebrate homologs that have been lost in the fly lineage, genes that are found only among Hymenoptera, and several genes that entered the *Nasonia* genome through lateral transfer from endosymbiotic bacteria.

**Conclusions:**

Altogether, our results provide insights into how GRNs respond to new functional demands and how they can incorporate novel components.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12915-016-0285-y) contains supplementary material, which is available to authorized users.

## Background

Patterning and morphogenetic processes in developmental systems rely on the underlying activity of gene regulatory networks (GRNs) [1]. Changes in these networks can lead to new developmental outputs (morphologies, cell types) and thus understanding how these networks vary across phylogenies is critical to understanding the evolution of development [2].

To understand evolutionary variation in GRNs, a comparative approach must be taken. In addition, the networks to be compared must be understood at a high level of detail and completeness if the comparisons are to be robust and valuable sources of evolutionary insight [3]. The embryonic dorsoventral (DV) patterning network of *Drosophila melanogaster* is one of the few GRNs that are understood well enough to serve as a basis for comparative analysis.

DV patterning in *Drosophila* leads to the establishment of three broad cell fates, the mesoderm, ectoderm, and the amnioserosa, with distinct sub-fates established within each (particularly the ectoderm) [4]. The NF-kB transcription factor Dorsal is a master regulator of this network, and acts as a morphogen, activating and repressing genes in a concentration-dependent manner [5, 6]. Dorsal itself has direct regulatory input into most of the components of the *Drosophila* DV GRN [7], and its patterning ability is augmented by additional regulatory interactions among its targets that lead to refinement of patterning (e.g., [4, 8–10]). Feedback on Toll signaling by one of its zygotic targets has recently been demonstrated [11]. The function of this feedback appears to be to stabilize the breadth and shape of the Dorsal gradient in the face of fluctuating and imprecise upstream positional information, allowing Dorsal to most efficiently perform its function at the top of the DV patterning hierarchy [12].

In contrast to *Drosophila,* patterning processes that are dynamic in both space and time, and are generated by regulatory networks with apparent self-regulatory properties, have been found in other insect species [13–16]. In order to understand how early embryonic patterning networks can be altered in the course of evolution, we have endeavored to characterize the embryonic DV GRN of the wasp *Nasonia* at a level of detail that makes meaningful comparisons to *Drosophila* possible. *Nasonia* and *Drosophila* have been evolving independently for over 300 million years [17], yet they undergo very similar modes of long germ embryogenesis, which have likely arisen through convergent evolution [18].

The expression of marker genes for the major tissue types along the DV axis (mesoderm, ectoderm, and extraembryonic membranes) are nearly identical at the onset of gastrulation in the two species (Fig. 1; [13]). However, the ways these patterns are generated are quite divergent, as the *Nasonia* DV patterning system exhibits dynamic behavior, with initially narrow domains of ventral genes expanding over developmental time, indicating the possibility that a positive feedback loop is used to generate the full DV pattern in *Nasonia* (Fig. 1, [13]). In addition, it has been shown that generation of the DV pattern in *Nasonia* depends heavily on BMP signaling, with Toll signaling relegated to a limited role on the ventral side (Fig. 2, [14]). This is in direct contrast to the *Drosophila* system, where Toll signaling is responsible for all DV polarity, and BMP plays a subordinate, dorsally restricted role (Fig. 2, [19]).

**Fig. 1:**
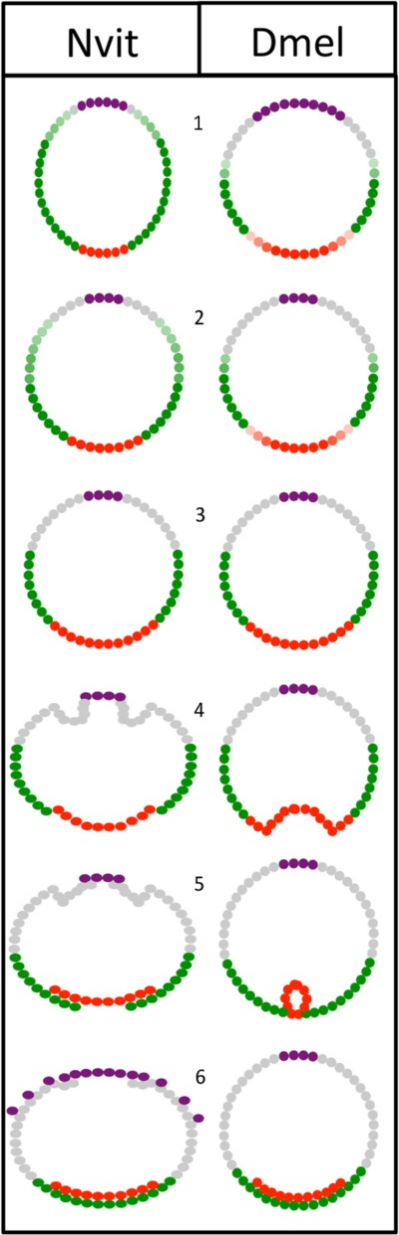
Summary of similarities and differences between *Nasonia* and *Drosophila* embryogenesis. Representation of wasp (*left*) and fly (*right*) embryos from the mid-blastoderm stage (*1*) through the completion of gastrulation (*6*). Patterning and tissue establishment is represented by the following colors: extraembryonic (*purple*), dorsal ectoderm (*gray*), neuroectoderm (*green*), mesoderm (*red*). As the blastoderm cellularizes (*1–3*), retraction of the expression domain of extraembryonic marker genes is observed in both insects. While the domains of the other tissue-specific markers fluctuate very little in the fly, the mesoderm marker gene expression domain expands dynamically at the expense of lateral ectoderm marker expression in the wasp. These wasp-specific changes precede a stable pattern nearly identical to that of the fly just prior to the start of gastrulation (*3*). However, once gastrulation begins (*4–6*), the behavior of the different tissue domains diverges again. In the fly a ventral furrow internalizes the mesoderm. In the wasp, the epithelium breaks at the border of the mesoderm and neuroectoderm, and the free edges of the ectoderm migrate towards each other until they meet and re-form a continuous epithelium at the ventral midline. At the end of gastrulation, the fly amnioserosa remains in place and slowly shrinks; however, the wasp extraembryonic tissue expands at this time. The dorsal ectoderm flanking the serosa and amnion folds and eventually breaks, again creating free edges. The free edges of the serosa then migrate over the ectodermal epithelium, forming a squamous epithelium that eventually covers the entire embryo. Dmel *Drosophila melanogaster*, Nvit *Nasonia vitripennis*

**Fig. 2:**
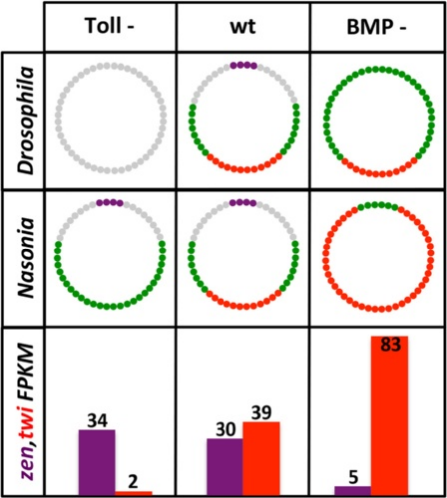
Summary of dorsoventral regulation and results of parental RNA interference (pRNAi) in *Nasonia*, compared to *Drosophila*. Extent of tissue domains in Toll mutant/RNAi (*Toll -*), wild type (*wt*), and BMP mutants/RNAi (*BMP -*) in *Drosophila* and *Nasonia*, illustrating that upstream patterning pathways have very different effects in these two species. Extraembryonic (*purple*), dorsal ectoderm (*gray*), neuroectoderm (*green*), and mesoderm (*red*) are shown. The lower three boxes show relative, normalized expression levels (given in fragments per kilobase of transcript per million mapped reads, *FPKM*) for *Nv-zen* (marker of extraembryonic tissues) and *Nv-twist* (marker of mesoderm tissue) in Toll -, wt, and BMP -

The *Nasonia* embryo diverges from *Drosophila* again at the onset of gastrulation (Fig. 1). There is no ventral furrow in *Nasonia* gastrulation, but rather the blastodermal epithelium ruptures at the border between mesoderm and mesectoderm, and the ectoderm then appears to crawl over the mesoderm until the two ectodermal plates meet at the ventral midline [13]. In addition, *Nasonia* has a true serosa, which migrates dramatically, unlike the fly amnioserosa, which remains on the dorsal side until it disappears at dorsal closure (Fig. 1, [13, 20]). Both of these *Nasonia* morphogenetic processes are similar to those in *Apis*, indicating that they were an innovation of the hyper-diverse higher Hymenoptera (Apocrita) [21].

These differences indicate that the composition of, and regulatory connections within, the *Nasonia* DV patterning network are significantly different from their counterparts in *Drosophila*, despite the near identity of the pattern of tissue fate marker expression at the end of the blastoderm stage. The availability of both RNAi to manipulate gene function and well-characterized genomic and transcriptomic data make *Nasonia* an ideal model for comparative GRN analysis [22]. We have previously shown that RNAi knockdown of BMP signaling components leads to a robust loss of dorsally and laterally expressed genes along with a simultaneous expansion of some ventrally expressed mesoderm markers (Fig. 2, [14]). On the other hand, reduction of Toll signaling leads to the loss of the mesoderm and ventral ectoderm (Fig. 2). We reasoned that comparing the global transcriptomes of these two RNAi cases to each other and to wild type (wt) should allow us to discover most genes that are differentially expressed along the DV axis of the wasp.

Using this approach, we have identified 110 genes with distinct expression patterns in the *Nasonia* embryo. While there is core of conserved DV factors found in both *Nasonia* and *Drosophila*, a significant majority of *Drosophila* orthologs of *Nasonia* DV patterned genes do not show DV expression patterns in the fly embryo. Other highlights include a set of factors that are differentially expressed along the DV axis in both species, but mark different cell fates in *Nasonia*; *Nasonia* genes that do not have clear homologs in *Drosophila* (or in any other animal in many cases); and new expression patterns that do not have clear equivalents in the *Drosophila* embryo. This study represents the first major leap towards a comprehensive characterization of an additional DV patterning GRN for comparative analysis of regulatory network evolution.

## Materials and methods

### Experimental design

 As the focus of our transcriptome analysis, we used embryos of the parasitoid wasp *Nasonia vitripennis* at the time period starting from the penultimate syncytial division until the onset of gastrulation (4–7 hours after egg lay at 28 °C). This covers the dynamic patterning stage until the final establishment of cell fates on the blastoderm and onset of gastrulation, and represents the critical patterning time window in *Nasonia*. Total RNA was collected from 4–7-h-old *Nv-TollA*, *Nv-dpp,* and *Nv-gbb* parental RNA interference (pRNAi) embryos, as well as from mock-injected embryos of the same age. 

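The deposited values come from 6 RNA-seq libraries of poly-A RNA, 2 for each of Toll pRNAi, BMP pRNAi and water injection, from pools of 4 to 7 h old embryos of the parasitoid wasp Nasonia vitripennis kept at 28 °C. In pRNAi, double-stranded RNA is injected into mothers and the transcripts of their embryos are measured. The BMP group holds 1 library for each of the ligand genes dpp and gbb. The paper gives the dsRNA concentration as 1 to 2 μg/mL, and the sample labels give 2 μg. The authors aligned the reads to assembly 1.0 with annotation 2.0 and ran Cuffdiff 2.0.2, which gives for each locus and library an expected count of fragments, before any scaling between libraries, and an FPKM. The fragments assigned to loci came to 25841840 and 22754267 after Toll pRNAi, 28099195 and 22798464 after water injection, and 27778155 and 30590172 after BMP pRNAi. The deposited table numbers the replicates of each group 0 and 1, and these were matched to the libraries by the order of the authors' Cuffdiff command. The expected counts were rounded and tested with edgeR's quasi-likelihood test after TMM normalization, over the 10241 loci that passed edgeR's default filter on low counts, with Benjamini-Hochberg adjustment within each comparison. All 6 libraries shared one estimate of the spread, since 2 libraries per group leave few degrees of freedom. The water pools carry other numbers in their sample titles than the knockdown pools. A difference from water could therefore include a batch of that kind. Such a batch would move both knockdowns the same way against water. Of the genes of Additional file 5, 11 were lower after Toll pRNAi and higher after BMP pRNAi (edgeR adjusted p under 0.05). A further 14 went the opposite way, and 3 were lower in both. This argues against the batch alone for the 11 and 14 genes. For other genes, a comparison with water cannot tell the batch and the knockdown apart. Such a batch does not enter the comparison between the knockdowns, where 90 of 102 genes of Additional file 5 differed (edgeR adjusted p under 0.05). For these 90 genes this argues against the batch alone, though the batch could change the size of a difference from water. The gene that Additional file 4 marks as the RNAi target, Nasvi2EG005329 (scaffold 8, positions 740146 to 745386 of assembly 1.0), had 1.23 and 4.92 FPKM after Toll pRNAi, 128 and 101 after water injection and 110 and 100.5 after BMP pRNAi. Between Toll pRNAi and water it changed by -5.14 (standard error 0.49, edgeR adjusted p = 0.0026) on the log2 scale. The level of Nv-dpp (Nasvi2EG000703) was 17.0 and 18.1 FPKM after water injection and 18.7 and 18.0 after Toll pRNAi. It was 7.03 in the dpp pRNAi library and 12.7 in the gbb pRNAi library. The log2 fold change of both BMP libraries against water was -0.66 (standard error 0.17, edgeR adjusted p = 0.057). Only 1 of these libraries targeted dpp, so this value and its p do not measure the knockdown of dpp. The gene gbb was not analysed here.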

For each pool, embryos were collected over the period of 1 week, and the number of embryos in each pool was estimated to be greater than 1000. For *Nv-TollA*, two independent double-stranded RNAs (dsRNAs) made from non-overlapping sections of the Toll gene were used in separate experiments, serving as biological replicates. *Nv-dpp* and *Nv-gbb* served as biological replicates for BMP signaling knockdown, as these two genes produce indistinguishably ventralized progeny. Each dsRNA was at a concentration of 1–2 μg/mL in water. Finally, two independent water-injected embryo pools were collected. RNA was isolated from embryos using standard Trizol-based protocols.

### Sequencing

Libraries were prepared using the Illumina® TruSeq® RNA Sample Preparation Kit. Library preparation started with 2 μg of total RNA. After poly-A selection (using poly-T oligo-attached magnetic beads), mRNA was purified and fragmented using divalent cations under elevated temperature. The RNA fragments underwent reverse transcription using random primers. This was followed by second strand cDNA synthesis with DNA Polymerase I and RNase H. After end repair and A-tailing, indexing adapters were ligated. The products were then purified and amplified (14 PCR cycles) to create the final cDNA libraries. After library validation and quantification, equimolar amounts of library were pooled. The pool was quantified using the Peqlab KAPA Library Quantification Kit and the Applied Biosystems 7900HT Sequence Detection System. The pool was sequenced using an Illumina TruSeq PE Cluster Kit v3 and an Illumina TruSeq SBS Kit v3-HS on an Illumina HiSeq 2000 sequencer with a paired-end (101 × 7 × 101 cycle) protocol.

### Analysis

The quality of the resulting sequences was checked using fastQC and the sequences were then processed for entry into the Cufflinks package. The procedure outlined in [23] was followed with slight alterations, including updated software versions. Jobs sent to the CHEOPS cluster located at the University of Cologne contained the relevant parameters, and are presented in Additional file 1: Methods. We primarily relied on annotation 2.0 of the *N. vitripennis* genome, found at http://arthropods.eugenes.org/EvidentialGene/nasonia/genes/. This annotation was modified slightly to be compatible with the Cufflinks analyses. This altered file is available on request. Annotation 2.0 was mapped to version 1.0 of the *Nasonia* genome assembly (http://www.hymenopteragenome.org/drupal/sites/hymenopteragenome.org.nasonia/files/data/Nvit_1.0_scaffolds.fa.gz). Very similar but not identical results were obtained using annotation 1.2 combined with assembly 2.0: (http://www.hymenopteragenome.org/nasonia/?q=sequencing_and_analysis_consortium_datasets). Discrepancies are discussed as appropriate in the main text. The raw cuffdiff results for both experiments are provided as Additional files 2 and 3. A compilation of all genes that showed significant differential expression (DE) in one or more comparisons (regardless of whether our additional criteria were met) is presented in Additional file 4. Additional file 5 contains the annotations of the 110 genes with confirmed expression in this analysis.

Genes for expression analysis were chosen based on three factors: the q-value for significance of DE must be below 0.05, DE must be greater than 1.5× in at least one comparison, and the fragments per kilobase of transcript per million mapped reads (FPKM) of the gene must be above 3 in wt.

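Applied to the edgeR results, the same 3 criteria were passed by 357 loci. FPKM in water was the mean of the 2 water libraries. The count moved most with limma on log2(FPKM + 1) and no filter on low values in place of edgeR, where 97 loci passed. Between Toll pRNAi and BMP pRNAi alone, 257 loci passed. In a fit without the water libraries, 326 passed with the number in the sample titles, which the Toll and BMP libraries share, as a block. The deviations of same-numbered libraries from their group means correlated at 0.141 across 6454 genes. Loci were paired with gene identifiers through Additional file 2. Of the loci that passed, 146 correspond to genes of Additional file 4, and 87 of the 102 paired genes of Additional file 5 passed.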

In situ hybridization was performed using standard protocols [13, 24].

### Comparison to *Drosophila*

*D. melanogaster* DV regulated genes were detected using the Annotation Search function on the Berkeley Drosophila Genome Project (BGDP) in situ homepage. Stage (stage 4–6) and Annotation Terms (mesoderm anlage *in statu nascendi*, amnioserosa anlage *in statu nascendi*, dorsal ectoderm anlage *in statu nascendi*, mesectoderm anlage *in statu nascendi*, ventral ectoderm anlage *in statu nascendi*) were used to refine search results. The resulting queries of CG numbers with hyperlinks to individual BDGP pages were then extracted and compiled into a database. Stage 4–6 in situ hybridization images for each CG were examined and annotated with an appropriate primary localization. The following localization terms were used: Extraembryonic (dorsal expression), Dorsal Ectoderm (dorsolateral localization), Ectoderm (lateral localization), Ventral Ectoderm (ventrolateral localization), Mesoderm (ventral midline localization), and Endoderm (anterior/posterior localization corresponding to mouth/anus precursors). An additional localization term, Complex, was used for genes with multiple localizations of equal expression. Genes not localized along the DV axis (Gap, Pair-rule, Segmental, ubiquitous, unlocalized, etc.) were removed from the database. Additionally, DV regulated genes detected by Stathopoulos et al. [25] were compiled into this database, resulting in a total of 278 genes. Each gene was then examined in greater detail by searching its CG number on flybase.org. Gene names, symbols, and molecular function were collected. Specific molecular functions referenced by flybase were then organized into the following broader molecular function categories: Membrane Proteins, Transcription Factors, Signaling, Catalytic Enzymes, Proteases, Kinases, Structural, Protein Binding, RNA Binding, DNA Binding, Ion Binding. Genes with no “Experimental Evidence” or “Predictions/Assertions” were categorized under the term Unknown. Potential *N. vitripennis* orthologs for each gene were found under the “Orthologs in non-Dipteran Insects” tab on each flybase page. NasviXXXXXXX numbers for each ortholog were extracted and added to the database. These Nasvi numbers were then used to search within the RNA-RNAseq data to determine if each ortholog was differentially expressed. If significant expression was found, the appropriate conditions were noted in the database. The results of this analysis are presented in Additional file 6.

## Results and discussion

The 110 genes identified in our RNAi-RNAseq analysis can be classified and categorized in several ways. Genes whose expression was significantly altered in at least one RNAi case fell into seven classes (Fig. 3a). 

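Over all loci, 266 were higher and 105 lower after Toll pRNAi than in water at an edgeR adjusted p under 0.05, and 211 were higher and 357 lower after BMP pRNAi than in water. Between the knockdowns, 597 loci were higher and 109 lower after Toll pRNAi than after BMP pRNAi. With only the Toll and BMP libraries in the fit, 401 loci were higher and 73 lower after Toll pRNAi than after BMP pRNAi. Adding the shared title number as a block to that fit, where same-numbered deviations correlated at 0.141, gave 1005 higher and 364 lower loci. The fit with the block left few degrees of freedom. With limma on log2(FPKM + 1) and no filter, 0 loci differed between Toll pRNAi and water, of 2615 with an unadjusted p under 0.05, and 29 between BMP pRNAi and water. With only the 2 groups compared, 1343 loci differed between Toll pRNAi and water in place of 371, and 162 between BMP pRNAi and water in place of 568. Among loci above 3 FPKM in water or in the higher group whose libraries did not overlap, the largest increases were those of Nasvi2EG006445, at 1.88 (standard error 0.16, edgeR adjusted p = 0.0013) after Toll pRNAi and 2.51 (standard error 0.15, edgeR adjusted p = 0.00013) after BMP pRNAi. The next largest after BMP pRNAi was that of Nasvi2EG000412, at 1.43 (standard error 0.21, edgeR adjusted p = 0.011). Nasvi2EG000412 also rose after Toll pRNAi, at 1.17 (standard error 0.22, edgeR adjusted p = 0.032). Between the knockdowns it did not differ, at -0.26 (edgeR adjusted p = 0.46). An increase shared by both knockdowns cannot be told apart from a batch of the water pools. Among the 102 paired genes of Additional file 5, 48 were lower than water only after BMP pRNAi and 8 only after Toll pRNAi. A further 11 were lower after Toll pRNAi and higher after BMP pRNAi, and 14 were higher after Toll pRNAi and lower after BMP pRNAi. Differences only between the knockdowns were found for 4 genes that were higher and 3 that were lower after Toll pRNAi. Both knockdowns lowered 3 genes, 1 gene was higher only after Toll pRNAi, 1 gene was higher only after BMP pRNAi, and 9 genes differed in no comparison. With the title number as a block, 7 of the 9 differed between the knockdowns, and of all 102 genes 99 did in place of 90, where 0 of the differences found without the block were lost. With p adjusted over these genes alone, 62 in place of 37 differed between Toll pRNAi and water, 88 in place of 77 between BMP pRNAi and water, and 97 in place of 90 between the knockdowns. The list is the paper's own selection from these libraries, so the counts adjusted over it alone show no stability.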

Genes expressed all along the DV axis were detected, as well as some unexpected patterns at the anteroposterior (AP) poles and in the primordial germ cells (Fig. 3b). Many distinct molecular functions were present among the detected genes. Transcription factors were predominant, followed by membrane proteins, protein-binding proteins, and proteins of unknown function (Fig. 3c). Finally, while the majority of genes have clear *Drosophila* orthologs, 20 % do not (Fig. 3d). Some of these are Hymenoptera specific, whereas others are conserved within the vertebrates but have been lost in the fly lineage. These findings will be further described and discussed below. The initial description of the results is organized around the region of embryonic expression of the genes, because the nature of many of the patterns gives insights into how the *Nasonia* patterning system operates. Further categories of expression of molecule type also have distinct descriptions and discussion.

**Fig. 3:**
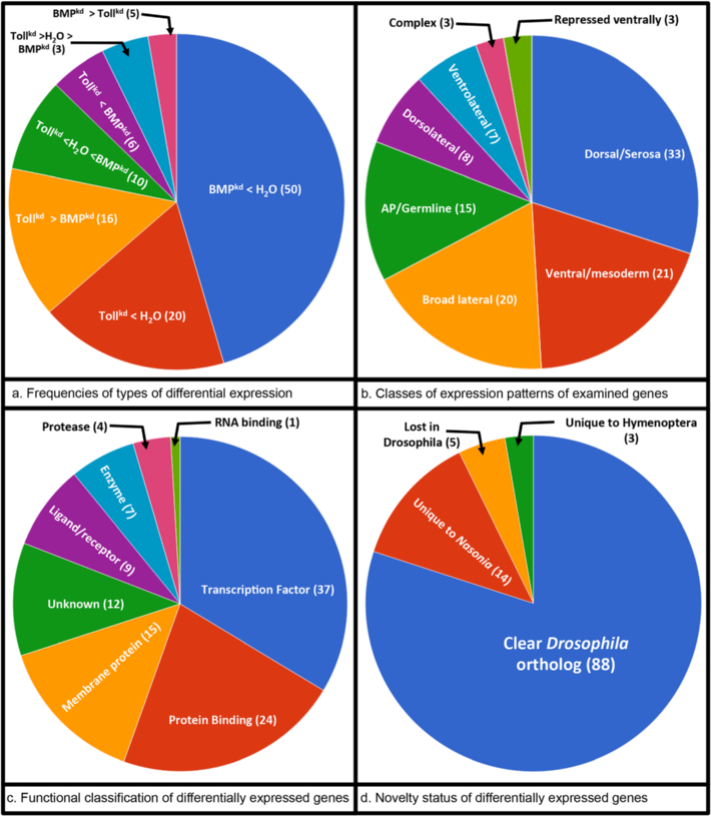
Summary of results of RNAi-RNAseq experiment. **a** General results of RNAi-RNAseq. The BMP^kd^ < H_2_O class consisted of genes showing decreased expression after BMP RNAi compared to water-injected embryos, and no significant difference after Toll RNAi. The Toll^kd^ < H_2_O class comprised genes showing decreased expression after Toll RNAi compared to control, and no significant difference after BMP RNAi. The Toll^kd^ > BMP^kd^ class consisted of genes in which differential expression was detected only when the Toll and BMP knockdowns were compared. The Toll^kd^ < H_2_O < BMPkd class contained genes that were, relative to control, significantly reduced in Toll RNAi and increased in BMP RNAi. The Toll^kd^ < BMP^kd^ class included genes that were only detected when Toll and BMP samples were compared, and where expression was reduced in Toll RNAi. The Toll^kd^ > H_2_O > BMP^kd^ class included genes that increased in Toll RNAi and decreased in BMP RNAi relative to water-injected embryos. The BMP^kd^ > Toll^kd^ class contained genes that were detected only when BMP and Toll expression levels were compared, with BMP RNAi expression levels being higher than Toll RNAi. **b** Enumeration of expression patterns of genes discovered in this analysis. **c** Enumeration of functional classes of genes discovered in this analysis. **d** Enumeration of homology status of genes uncovered in this analysis

### Ventrally expressed genes give insights into the establishment and patterning of the mesoderm

In all, we found 22 genes to be expressed in the presumptive mesoderm, or in a ventral region covering the ventral midline of the egg. All of these were significantly reduced after Toll pRNAi. 

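Of the 21 ventral genes in Additional file 5, 19 were paired with a locus. All 19 had lower expression after Toll pRNAi than in water, with log2 fold changes from -4.20 to -0.56 and a median of -2.02. The difference passed an edgeR adjusted p of 0.05 for 17 of them. The 2 others were Nv-optix (Nasvi2EG005169), with a log2 fold change of -0.64 (standard error 0.18, edgeR adjusted p = 0.078), and Nv-meteorin (Nasvi2EG000816), with -0.56 (standard error 0.18, edgeR adjusted p = 0.11). The log2 ratio of the mean FPKM was -1.06 for Nv-optix and -0.78 for Nv-meteorin, which differs from the ratio of fragments. The mesoderm gene Nv-twi (Nasvi2EG000292), at scaffold 1, positions 2144510 to 2146437 of assembly 1.0, had 2.13 ± 1.13 FPKM (SD, n = 2) after Toll pRNAi, 38.7 ± 2.30 in water and 83.4 ± 6.22 after BMP pRNAi. The log2 fold change of Nv-twi between Toll pRNAi and water was -4.20 (standard error 0.26, edgeR adjusted p = 0.00027), and it stayed between -4.88 and -3.71 with each library left out in turn. Other large decreases were those of Nv-croc (Nasvi2EG016079), at -4.00 (standard error 0.27, edgeR adjusted p = 0.00041), and Nv-TollC (Nasvi2EG005298), at -3.88 (standard error 0.26, edgeR adjusted p = 0.00038).

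**Figure D1:**
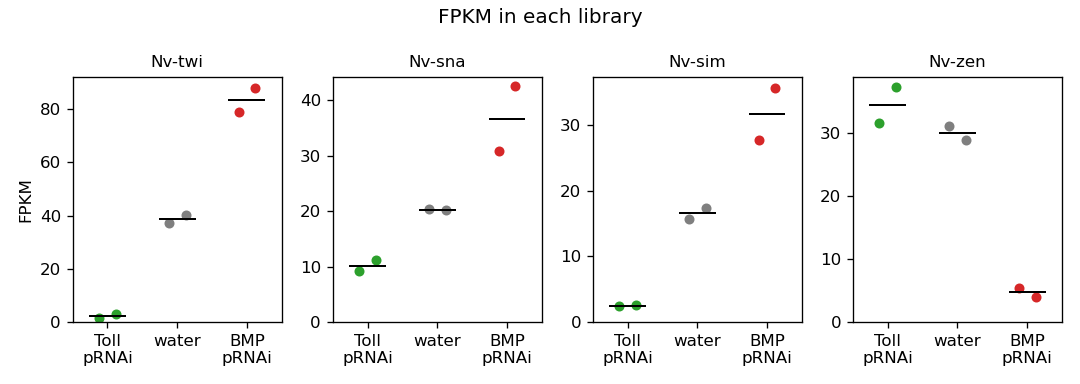
FPKM of Nv-twi, Nv-sna, Nv-sim and Nv-zen in each of the 6 libraries, on linear axes that start at 0 and differ between panels. Each point is 1 library and each line the mean of the 2 libraries of a group. The means for Nv-twi are 2.13, 38.7 and 83.4 FPKM, and those for Nv-zen are 34.4, 30.0 and 4.68 FPKM, after Toll pRNAi, in water and after BMP pRNAi.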

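After BMP pRNAi, 8 of the 19 paired ventral genes were higher than in water at an edgeR adjusted p under 0.05, 2 were lower and 9 did not pass. The log2 fold changes ran from -0.74 to 1.21, with a median of 0.68, and 17 were above 0. The 2 genes that were lower in both knockdowns were Nv-emp (Nasvi2EG025794) and Nv-neprilysin (Nasvi2EG012843). Nv-emp, at scaffold 279, positions 10403 to 40887 of assembly 1.0, had 31.7 ± 0.947 FPKM (SD, n = 2) in water, 19.3 ± 1.08 after Toll pRNAi and 20.4 ± 0.881 after BMP pRNAi. It changed by -0.69 (standard error 0.083, edgeR adjusted p = 0.010) on the log2 scale after Toll pRNAi and by -0.65 (standard error 0.082, edgeR adjusted p = 0.0051) after BMP pRNAi. For Nv-neprilysin the changes were -1.15 (standard error 0.11, edgeR adjusted p = 0.0027) and -0.74 (standard error 0.11, edgeR adjusted p = 0.010).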

Eight of the genes had increased expression after BMP knockdown, while 14 were not significantly changed after BMP knockdown. Genes in this latter class that are expressed in the full presumptive mesoderm include the *Nasonia* homolog of the calcium-responsive chloride channel *tweety* (Fig. 4a), the neural guidance ligand encoding gene *netrin* (Fig. 4b), and the adhesion molecule *tenascin-major* (Fig. 4c). 

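The transcript of tweety (Nasvi2EG004462) had 34.6 ± 1.38 FPKM (SD, n = 2) in water and 17.8 ± 0.468 after Toll pRNAi, a log2 fold change of -0.94 (standard error 0.12, edgeR adjusted p = 0.013). After BMP pRNAi it had 40.7 ± 9.41 FPKM, a log2 fold change against water of 0.23 (standard error 0.12, edgeR adjusted p = 0.21). The loci of netrin and tenascin-major each hold more than 1 gene identifier, so their values are uncertain for the named gene. The locus of netrin (Nasvi2EG017581) changed by -1.59 (standard error 0.25, edgeR adjusted p = 0.022) after Toll pRNAi and by 0.70 (standard error 0.23, edgeR adjusted p = 0.088) after BMP pRNAi. The locus of tenascin-major (Nasvi2EG009206) changed by -2.02 (standard error 0.16, edgeR adjusted p = 0.0010) and by 0.55 (standard error 0.14, edgeR adjusted p = 0.060).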

The remaining 14 genes showed a significant increase in expression after BMP knockdown, similar to *Nv-twist* or *Nv-sna*. Thus, these genes are either directly repressed by BMP signaling, or are indirect BMP targets downstream of genes negatively regulated by BMP signaling. 

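After BMP pRNAi, the log2 fold change of Nv-twi against water was 1.07 (standard error 0.20, edgeR adjusted p = 0.026), and with each library left out in turn it lay between 0.98 and 1.14. That of Nv-sna (Nasvi2EG019581) was 0.84 (standard error 0.12, edgeR adjusted p = 0.011). Larger increases were measured for Nv-six4 (Nasvi2EG004372), at 1.21 (standard error 0.14, edgeR adjusted p = 0.0034), and Nv-TollC, at 1.14 (standard error 0.20, edgeR adjusted p = 0.020). The locus of Nv-stumps (Nasvi2EG010085), which also holds another gene identifier, changed by 1.08 (standard error 0.10, edgeR adjusted p = 0.0012). Increases were also found for Nv-zinc-finger-homeodomain (Nasvi2EG010485), at 0.80 (standard error 0.18, edgeR adjusted p = 0.043), and for Nv-htl (Nasvi2EG023769), at 0.79 (standard error 0.16, edgeR adjusted p = 0.031). From the increases after BMP pRNAi, the paper proposes that these genes are either repressed by BMP signaling directly or lie downstream of genes that BMP signaling represses.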

The expression patterns of *Nv-six4* (transcription factor, Fig. 4d) and *Nv-stumps* (FGF pathway component, Fig. 4e) support this hypothesis, as they only appear well after the initial *Nv-twi* domain initiates and, in the case of *Nv-six4*, just preceding the first movements of gastrulation.

**Fig. 4:**
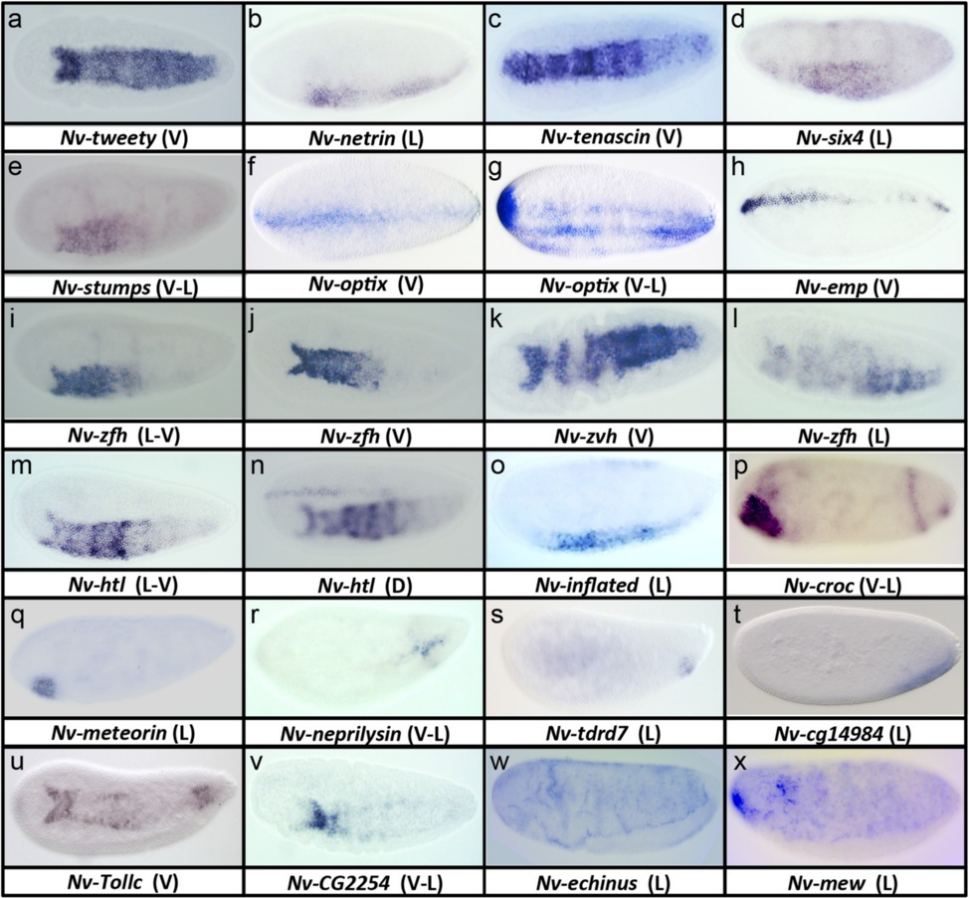
**a–x** Ventrally regulated genes in *Nasonia*. All embryos are in the last cell cycle of the syncytial blastoderm stage. *L* lateral view, *L-V* lateral-ventral view, *V* ventral view, *V-L* ventrolateral view

Furthermore, we found no other genes that followed the pattern described for *Nv-twi* or *Nv-sna* [13], that is, an early narrow stripe of expression in nuclear cycles 10 and 11 that expands and changes to the mature “slug”-shaped domain. However, the expression of *Nv-optix* showed a variation on this pattern. An early, narrow ventral stripe was present at cycles 10 and 11, then expanded in cycle 12. Instead of filling a broad ventral domain, *Nv-optix* splits into three parallel stripes along the DV axis (Fig. 4f, g).

Only one gene was found to follow the expression dynamics of *Nv-cactus*, which is expressed early in a narrow ventral stripe and does not expand over time, but rather disappears at gastrulation, and does not expand after BMP knockdown [13, 14]. The single gene following this trend was *Nv-epithelial membrane protein* (*Nv-emp*), a homolog of a scavenger receptor (Fig. 4h). Like *Nv-cactus*, we found that *Nv-emp* was expressed in a narrow stripe that was not always complete along the length of the DV axis in cycle 10 and 11, and then was progressively lost in the main body of the embryo (while remaining at the poles) over the course of cycle 12. Scavenger receptors similar to *Nv-emp* (a homolog of CD36) have been shown to have a role in regulating NF-kB (the vertebrate homolog of Dorsal) activity in other systems [26], raising the intriguing possibility that we have uncovered a new Toll feedback control factor for embryonic patterning in *Nasonia.* Further, this gene was completely lost from the mesoderm and ectoderm at the onset of gastrulation and became strongly expressed in the serosa just as it began to migrate out of the dorsal portion of the egg. It remained strongly expressed in the serosa cells as they encapsulated the embryo (not shown). This is interesting given the demonstrated role of the serosa in mediating innate immunity in other insect embryos [27], in combination with the ancestral role of NF-kB signaling in innate immunity.

Many of the genes expressed in the presumptive mesoderm showed a profound anterior to posterior progression in their expression pattern (e.g., *Nv-zinc-finger-homeodomain*, *Nv-zvh*, Fig. 4i–l, see also Fig. 4e, m). These genes appeared relatively late (in cycle 12) compared to *Nv-twi* and *Nv-sna*, and were only expressed in the mature, slug-shaped, presumptive mesoderm pattern. Initially, the anterior forked part of the pattern was visible, while expression was not seen in more posterior regions of the embryo (Fig. 4i). As the embryo aged, the expression domain of these genes extended towards the posterior (Fig. 4j, k), eventually filling out the presumptive mesoderm. By the time the expression domains reached their full posterior extent, gastrulation had begun in the anterior region where the expression of these genes was first detected (Fig. 4k, l). Since the movements of gastrulation follow the same AP progression, but slightly delayed in time, it is tempting to speculate that there is a functional correlation between these two events. This pattern also corresponds with the AP progression of numerous events in *Nasonia* embryonic development, including the syncytial mitotic waves [13], sex determination [28], and columnar gene activation [13].

In summary, not all mesoderm genes expand after BMP knockdown, and those that do appear to be downstream of the early responding genes (such as *Nv-twi* or *Nv-sna*). Many mesodermal genes show a distinct anterior to posterior progression of expression, indicating a significant interaction between the DV and AP patterning systems in *Nasonia*. Finally, it appears that only a small number of genes are expressed in the early ventral stripe that characterizes the conserved ventral genes *Nv-twi, Nv-sna, Nv-sim,* and *Nv-cact*.

### Some primarily ventral genes are also expressed in the serosa

Another (not mutually exclusive) set of ventrally expressed genes showed dorsal expression in addition to the strong ventral domain. Two of these genes, *Nv-cg2254* (not shown) and *Nv-inflated* (Fig. 4o) are involved in intercellular adhesion and morphogenesis, and may be crucial for facilitating the morphogenetic movements and/or tissue integrity of both mesoderm and serosa. Another is *Nv-heartless* (*Nv-htl*, Fig. 4n), an FGF signaling receptor, indicating that roles for this pathway in both extraembryonic and mesodermal tissue is an ancestral feature of the Holometabola, since the same is found in *Tribolium* [29].

### Ventrally expressed non-mesodermal genes

While most of the genes discussed above were expressed in stripes extending nearly from the anterior to the posterior pole, we found a set of four genes with highly restricted ventral domains. *Nv-crocodile* (*Nv-croc*) was expressed in both anterior and posterior ventral domains (Fig. 4p), along with (much weaker) stripes along the AP axis. By analogy to *Drosophila*, the ventral regions marked by *Nv-croc* might correspond to anterior and posterior midgut primordia, as do the corresponding domains in *Drosophila croc* [30, 31]. *Nv-meteorin* (Fig. 4q) was expressed in a circular domain overlapping the anterior *Nv-croc* domain, indicating it may be a specific marker of the anterior midgut primordium. Vertebrate *meteorin* homologs are involved in nervous system development [32] and thermoregulation [33], while it appears that this gene has been lost from the *Drosophila* lineage (JAL, personal observation).

At the posterior, three genes have restricted, but distinct, ventral domains (Fig. 4r–t). *Nv-neprilysin* encodes a putative metalloprotease, whose homologs have roles in vertebrates in activating ligands by cleaving them at specific residues, and are involved in numerous biological processes [34]. *Nv-tdrd7* encodes a protein containing a tudor domain and a LOTUS domain (very similar to the one found in *Nv-oskar* [35]). Its *Drosophila* homolog has been shown to repress transposon activity through Piwi-interacting RNA production in the germline [36]. After gastrulation, *Nv-tdrd7*-expressing cells are found in a region near where the gonads are thought to form (not shown), and in another experiment, we identified *Nv-tdrd7* as a transiently localized maternal germplasm component (Quan and Lynch, in preparation). It is not yet clear what the relationship (if any) between the ventral blastodermal expression and the apparent germline functions is. Finally, *Nv-CG14984* is the homolog of an uncharacterized *Drosophila* gene expressed in a broad, incomplete posterior ventral stripe (Fig. 4t).

### Genes repressed in the presumptive mesoderm

An additional expression class included two genes expressed late, and only at the outside edges of the presumptive mesoderm. One of them, *Nv-TollC* (Fig. 4u), is a paralog of the Toll gene required for ventral patterning, but it does show a DV patterning phenotype after pRNAi (JAL, personal observation). The other is a homolog of the *Drosophila* CG2254 (Fig. 4v), which encodes a putative oxidoreductase enzyme, and which is also expressed in the presumptive serosa. This is of particular interest, as the crucial roles of proteins regulating redox reactions in motile cell populations has been recently recognized [37].

Finally, three genes, *Nv-stardust* (not shown), *Nv-echinus* (Fig. 4x) and *Nv-multiple edematous wings* (*Nv-mew*) (Fig. 4y), are specifically expressed everywhere except the mesoderm, so they have been classified as mesodermally regulated genes. These regions of asymmetric concentration appear to prefigure regions of actin accumulation and tissue folding as gastrulation begins (JAL, personal observation). This indicates that these genes may play an important role in regulating the morphogenetic movements of the ectoderm and mesoderm at gastrulation.

### Laterally expressed genes

In both *Drosophila* and *Nasonia*, the lateral regions of the embryo give rise to the nervous system and to the larval ectoderm. Thirty-two of the genes we identified in our analysis were expressed in lateral domains, meaning that they are not expressed in the mesodermal or extraembryonic regions. There are several subcategories of lateral gene expression.

### New genes in the mesectoderm and ventral ectoderm

A set of seven genes was expressed in narrow ventrolateral domains. Most of these genes were strongly affected in *Nv-Toll* knockdown, and some showed upregulation in BMP knockdowns, indicating that they are regulated with similar logic to the ventral genes such as *Nv-twi* or *Nv-single minded* (*Nv-sim*). 

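Of the 7 ventrolateral genes, 5 were paired with a locus. After Toll pRNAi 3 of them were lower than in water, and after BMP pRNAi 3 were higher. The largest decrease was that of Nv-sim (Nasvi2EG014230), which had 16.5 ± 1.18 FPKM (SD, n = 2) in water and 2.50 ± 0.00964 after Toll pRNAi, a log2 fold change of -2.52 (standard error 0.14, edgeR adjusted p = 0.00014). After BMP pRNAi Nv-sim changed by 0.91 (standard error 0.12, edgeR adjusted p = 0.0067). For Nv-vnd (Nasvi2EG001451) the increase after BMP pRNAi was 1.32 (standard error 0.16, edgeR adjusted p = 0.0047), while 8.87 ± 1.26 FPKM after Toll pRNAi and 12.2 ± 0.161 in water did not differ at an edgeR adjusted p of 0.05. The loci of Nv-vvl, Nv-blistery and Nv-traf4 hold other gene identifiers as well, which leaves their values uncertain. The locus of Nv-vvl (Nasvi2EG010532) changed by -0.93 (standard error 0.20, edgeR adjusted p = 0.044) after Toll pRNAi and by 1.21 (standard error 0.19, edgeR adjusted p = 0.013) after BMP pRNAi, and that of Nv-blistery (Nasvi2EG006326) by -1.68 (standard error 0.22, edgeR adjusted p = 0.015) and by -0.12 (standard error 0.21, edgeR adjusted p = 0.72). The locus of Nv-traf4 (Nasvi2EG012701) had 14.4 ± 0.688 FPKM after Toll pRNAi, 20.0 ± 0.182 in water and 32.5 ± 1.73 after BMP pRNAi. Against water, the log2 ratio of its mean FPKM was -0.47 after Toll pRNAi (limma on FPKM, adjusted p = 0.040). After BMP pRNAi the ratio was 0.70 (limma on FPKM, adjusted p = 0.0094). On fragments, its log2 fold change was -0.44 (standard error 0.095, edgeR adjusted p = 0.031) between the knockdowns, or -0.45 (edgeR adjusted p = 0.0042) with the shared title number as a block (correlation of same-numbered deviations 0.141), and -0.04 (standard error 0.095, edgeR adjusted p = 0.84) between Toll pRNAi and water.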

*Nv-neuralized* (*Nv-neur*) and *Nv-ventral-veins-lacking* (*Nv-vvl*) were expressed in mesectodermal patterns similar to *Nv-sim* (Fig. 5a, b). Stripes of *Nv-neur* and *Nv-vvl* flanking the mesoderm initially occupied domains with fuzzy borders spanning multiple cell widths. Over time these stripes resolved into a single cell width with no fuzziness, and were incorporated into the ventral midline at the end of gastrulation. *Nv-vvl* had an additional gap-gene-like expression at the anterior, which is likely regulated separately from the DV expression pattern. Both of these genes are conserved in *Drosophila*. However fly *vvl* is expressed embryonically only after gastrulation in the nervous system [38, 39], and fly *neur* is expressed in the mesoderm as well as in the mesectoderm [40].

**Fig. 5:**
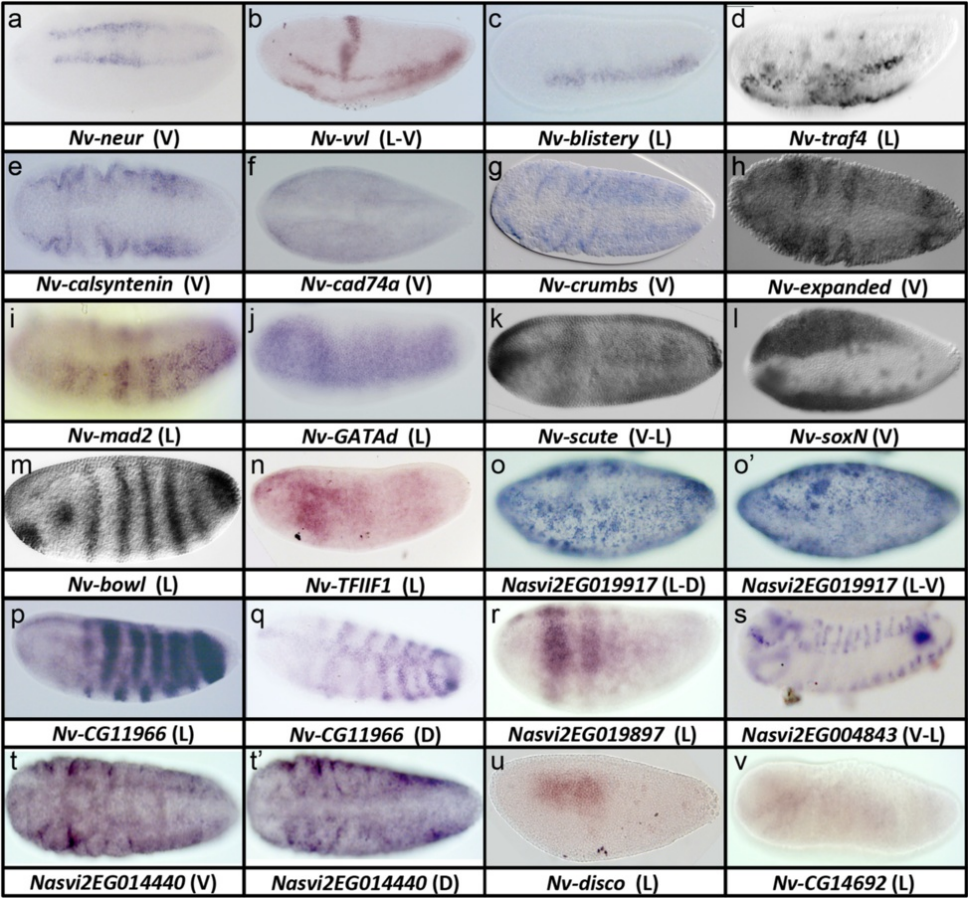
**a–v** Laterally expressed *Nasonia* genes. *D* dorsal view, *L* lateral view, *L-D* more lateral than dorsal view, *L-V* more lateral than ventral view, *V* ventral view *V-L* more ventral than lateral view. All embryos are in the last syncytial stage except **d**, **g**, **h**, and **t**, which are in the early stages of gastrulation. **o’** and **t’** are opposite focal planes of **o** and **t**, respectively

Another set of genes was also expressed ventrolaterally, but with broader domains than the single cell of the ventral midline. This set included the known genes *Nv-vnd* and *Nv-rhomboid* (found only in annotation 1.2, not shown), as well as *Nv-blistery* (Fig. 5c) and *Nv-traf4* (Fig. 5d). *blistery* mediates epithelial adhesion and integrity [41], while *traf-4* is a signaling molecule involved in morphogenesis [42]. Interestingly, fly *blistery* is not regulated along the DV axis, while *Drosophila traf4* is expressed in the mesoderm rather than the ventral ectoderm.

### Broadly expressed lateral ectoderm genes

Twenty-two genes were expressed in broad lateral domains, taking up most of the space between the mesoderm and extraembryonic membranes. Seven of these were significantly reduced in BMP knockdown relative to water-injected embryos, which is consistent with our observation that BMP signaling plays the major patterning role outside of the mesodermal region. 

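All 22 broad lateral genes were paired with a locus, and 15 were lower after BMP pRNAi than in water at an edgeR adjusted p under 0.05. The log2 fold changes had a median of -0.70 and ran from -1.10 to 0.99, and 21 were below 0. The largest decreases were those of Nasvi2EG019897 (standard error 0.093, edgeR adjusted p = 0.00057) and TFIIF1 (Nasvi2EG006076), at -1.07 (standard error 0.080, edgeR adjusted p = 0.00032). The increase belonged to the locus of Nv-CG42249 (Nasvi2EG001196), which holds another identifier too, with an adjusted p of 0.0488 from edgeR (standard error 0.23). With only the BMP and water libraries in the fit, 6 of the 22 genes were lower at the same threshold, in place of 15. Across loci, the SD of the log2 difference within a pair was 0.251 for BMP pRNAi and 0.127 for Toll pRNAi. A spread shared with the Toll libraries could therefore be too small for this comparison.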

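Between Toll pRNAi and BMP pRNAi, 19 of the 22 broad lateral genes differed at an edgeR adjusted p under 0.05, and 22 differed with the title number shared by the Toll and BMP libraries as a block (correlation of same-numbered deviations 0.141). Only 4 of the 19 differed in neither comparison with water.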

Eleven genes were detected only when the Toll and BMP datasets were compared. 

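Of the broad lateral genes that differed between the knockdowns, 18 were higher and 1 was lower after Toll pRNAi than after BMP pRNAi. With the title number as a block, 20 were higher and 2 were lower. The gene TFIIF1 (Nasvi2EG006076) had 166 ± 6.92 FPKM (SD, n = 2) after Toll pRNAi and 42.8 ± 2.58 after BMP pRNAi, a log2 fold change of 1.99 (standard error 0.081, edgeR adjusted p = 5.1e-06), and of 1.99 (edgeR adjusted p = 1.8e-12) with the block, where same-numbered deviations correlated at 0.141.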

Nine of these were strongly reduced in the BMP case compared to Toll, while two increased in Toll relative to BMP knockdown. The former nine genes showed reduced (but not statistically significant) expression in BMP versus water-injected embryos, and increased (but insignificant) expression in Toll pRNAi versus water-injected embryos (Additional files 4 and 5).

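For 17 of the 19 broad lateral genes that differed between the knockdowns, the log2 fold change was below 0 after BMP pRNAi and above 0 after Toll pRNAi. Among genes that passed only between the knockdowns, GATA-D (Nasvi2EG008351) had 98.5 ± 0.0671 FPKM (SD, n = 2) after Toll pRNAi, 78.5 ± 0.687 in water and 56.6 ± 13.5 after BMP pRNAi. The log2 fold change of GATA-D was -0.48 (standard error 0.14, edgeR adjusted p = 0.073) between BMP pRNAi and water and 0.85 (standard error 0.14, edgeR adjusted p = 0.010) between the knockdowns. With the shared title number as a block the latter was 0.86 (edgeR adjusted p = 8.4e-06), with a correlation of same-numbered deviations of 0.141.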

Five of the 22 broad lateral genes are predicted to be involved in cell adhesion and morphogenesis. These are *Nasonia* homologs of *calsyntenin* (Fig. 5e), *cadherin 74a* (Fig. 5f), *crumbs* (Fig. 5g), *expanded* (Fig. 5h), and *wing blister* (not shown) [43–46]. 

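After BMP pRNAi the log2 fold change against water was -0.88 (standard error 0.18, edgeR adjusted p = 0.036) for calsyntenin (Nasvi2EG011947), -0.81 (standard error 0.12, edgeR adjusted p = 0.012) for crumbs (Nasvi2EG005268) and -0.80 (standard error 0.16, edgeR adjusted p = 0.032) for expanded (Nasvi2EG037047). It was -0.64 (standard error 0.11, edgeR adjusted p = 0.023) for cadherin 74a (Nasvi2EG003993) and -0.70 (standard error 0.15, edgeR adjusted p = 0.039) for wing blister (Nasvi2EG011291). The BMP pRNAi libraries differed from each other for calsyntenin, at 8.91 and 14.5 FPKM, against 20.6 and 22.7 in water. None of these genes differed between Toll pRNAi and water, with edgeR adjusted p from 0.22 to 0.98.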

None of the *Drosophila* homologs of these genes are expressed in similar patterns, indicating that these genes are good candidates for mediating the novel behavior of the ectoderm observed in higher hymenopterans.

A further eight broadly expressed genes encode transcription factors. These include homologs of *Mothers against dpp* (*Nv-mad2,* Fig. 5i), *GATA-D* (Fig. 5j), *achaete-scute* (Fig. 5k), *sox-neuro* (Fig. 5l), *bowel* (*Nv-bowl,* Fig. 5m), and the general transcription factor *TFIIF1* (Fig. 5n). 

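After BMP pRNAi Nv-mad2 (Nasvi2EG007038) changed by -0.45 (standard error 0.086, edgeR adjusted p = 0.030) on the log2 scale against water and achaete-scute (Nasvi2EG013397) by -0.69 (standard error 0.12, edgeR adjusted p = 0.018). The change of Nv-bowl (Nasvi2EG004848) was -0.66 (standard error 0.18, edgeR adjusted p = 0.062). The locus of sox-neuro (Nasvi2EG001588), which holds other identifiers as well, changed by -0.57 (standard error 0.14, edgeR adjusted p = 0.0497). After Toll pRNAi TFIIF1 rose by 0.93 (standard error 0.079, edgeR adjusted p = 0.0013) against water, and its FPKM in water was 87.8 ± 2.55 (SD, n = 2).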

The latter four genes have similar expression in *Drosophila* [47–50], indicating that they are a highly conserved set of ectodermal patterning genes, while *Nv-GATA-D* and *Nv-mad2* expression domains appear to be novel in *Nasonia*. Finally *Nv-CG11966* was expressed in a novel pair-rule type pattern where the lateral stripes were out of phase on the right and left sides of the embryo (Fig. 5p). This gene was also expressed in a dorsal, serosal stripe (Fig. 5q). Pair-rule and amnioserosal expression domains are also seen for the *Drosophila* homolog, but are comparatively weak.

The remaining nine of the broadly expressed genes include one gene with nucleotide metabolism function (*Nv-CG42249,* not shown), have unknown functions, or are novel genes. This includes four ankyrin domain-containing genes (discussed in detail below). *Nasvi2EG019917* has no clear similarity to any genes in other species, and possesses no obvious functional domains. It was expressed in a patchy pattern laterally and was repressed ventrally and dorsally (Fig. 5o-o'). Another novel gene, *Nasvi2EG019897*, was also expressed in a pair-rule pattern but was excluded from both the ventral and dorsal-most domains (Fig. 5r). *Nasvi2EG004843* was also repressed dorsally and ventrally, but was expressed in a single-segmental pattern (Fig. 5s). Finally, *Nasvi2EG014440* was expressed in a modulated pattern on the lateral side, which seemed to prefigure areas of folding of the epithelium (Fig. 5 t, t’).

### Dorsal ectoderm genes

There was also a set of four genes that was expressed dorsolaterally, including the known columnar gene *Nv-msh* [13], a homolog of the transcription factor *disconnected* (*Nv-disco,* Fig. 5u), a homolog of the potentially myosin-binding gene *CG14692* (Fig. 5v), and a novel ankyrin domain-containing gene (discussed later).

In summary, more than one third of the DV genes identified in this analysis were expressed in the lateral region of the embryo. This was despite the fact that we predicted that genes in this region would be the least affected by the pRNAis in terms of relative expression levels in the embryo. 

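For each gene, the largest absolute log2 fold change over the 3 comparisons was taken as the size of its response. Its median was 1.04 for the 22 broad lateral genes, 2.57 for the 19 ventral genes and 1.69 for the 30 dorsal genes. It was 2.65 for the 8 genes that Additional file 5 lists as dorsolateral and 1.69 for the 5 ventrolateral genes. The genes were selected by their response, and the medians were not tested against each other. Among dorsolateral genes Nv-msh (Nasvi2EG016888) changed by -1.42 (standard error 0.11, edgeR adjusted p = 0.00043) after BMP pRNAi and CG14692 (Nasvi2EG020481) by -1.10 (standard error 0.088, edgeR adjusted p = 0.00043). The locus of Nv-disco (Nasvi2EG013218), which holds another identifier, changed by -2.72 (standard error 0.16, edgeR adjusted p = 8.7e-05).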

Several unexpected transcription factors, cell adhesion molecules, and cytoskeletal components were also detected. The former class contained good candidates for interacting with mesoderm to regulate the expansion of its domain, while the latter two classes contained good candidates for driving the novel morphometric movements of *Nasonia* gastrulation. Finally, expression patterns unlike any observed in *Drosophila* were found in the lateral domain of *Nasonia*, including a variation on a pair-rule pattern where the stripes on each side of the embryo were offset from each other.

### Dorsally expressed genes

The dorsal surface of the *Nasonia* embryo, much like that of *Drosophila*, gives rise to the extraembryonic membranes. Unlike the highly derived amnioserosa of *Drosophila*, *Nasonia* produces a full serosa that migrates and completely envelopes the embryo (it is not clear if an amnion is present in *Nasonia*). This embryonic region has the most genes expressed within it (33), possibly reflecting the complicated movements and later functions of the serosa.

Of the 33 genes expressed on the dorsal-most surface of the *Nasonia* embryo, 10 of them are transcription factors, 7 are components of signal transduction pathways, 3 are involved in cytoskeletal processes, 1 each are a protease or kinase, and the remaining 11 have unknown or novel functions. Almost all (27/33) were significantly reduced in BMP knockdown versus water-injected embryos, which is expected given that this region is the main patterning domain of the BMP pathway. 

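Of the 33 dorsal genes, 30 were paired with a locus, and 27 of these were lower after BMP pRNAi than in water at an edgeR adjusted p under 0.05. Over all 30, the log2 fold changes had a median of -1.46 and ran from -4.20 to 0.63. After Toll pRNAi 5 were higher than in water and 0 were lower at the same threshold, with a median of 0.20. The 3 that did not pass after BMP pRNAi were Nv-wee1 (Nasvi2EG000593), Nasvi2EG029763 and Nasvi2EG019528.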

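Between the knockdowns, 28 of the 30 paired dorsal genes were higher after Toll pRNAi than after BMP pRNAi at an edgeR adjusted p under 0.05, and 28 were with the title number as a block. The log2 fold change of Nv-wee1 (Nasvi2EG000593), which did not pass between BMP pRNAi and water, was 0.94 (standard error 0.13, edgeR adjusted p = 0.0040), and 0.93 (edgeR adjusted p = 8.4e-06) with the shared title number as a block, where same-numbered deviations correlated at 0.141. The 2 genes that did not differ without the block were Nasvi2EG029763 and Nasvi2EG019528. With the block, Nasvi2EG029763 was lower after Toll pRNAi than after BMP pRNAi, at -1.40 (edgeR adjusted p = 6.1e-06) in place of -1.61 (standard error 0.65, edgeR adjusted p = 0.18), and Nasvi2EG019528 did not differ, at 0.48 (edgeR adjusted p = 0.061). Nasvi2EG029763 varied within the groups, with 12.4 and 48.8 FPKM in the water libraries and 22.2 and 75.2 in the BMP pRNAi libraries. In the Toll pRNAi libraries it had 17.9 and 12.9 FPKM. Libraries that share a title number had 17.9 against 75.2 FPKM and 12.9 against 22.2. The block fit left out the water libraries, has few degrees of freedom and leans on the spread of other loci. Its small p therefore does not measure the spread of Nasvi2EG029763. Without the block, its change between the knockdowns lay between -2.23 and -0.50 with each library left out in turn. Nasvi2EG019528 had 123 and 131 FPKM in the water libraries and 49.6 and 95.4 in the BMP pRNAi libraries.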

The remaining genes were detected in the Toll versus BMP knockdown comparison.

Among the transcription factors, orthologs of the well-known *Drosophila* amnioserosa genes *zerknullt*, *tailup*, and *dorsocross* are significantly downregulated in BMP pRNAi (Additional file 4), and are expressed in narrow stripes along the dorsal midline of the embryo [13]. 

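The transcript of Nv-zen (Nasvi2EG011090), at scaffold 23, positions 1683598 to 1687128 of assembly 1.0, had 30.0 ± 1.55 FPKM (SD, n = 2) in water and 4.68 ± 0.951 after BMP pRNAi, a log2 fold change of -2.67 (standard error 0.13, edgeR adjusted p = 3.1e-05). After Toll pRNAi its log2 fold change against water was 0.21 (standard error 0.12, edgeR adjusted p = 0.33). The gene tailup (Nasvi2EG020519) changed by -1.75 (standard error 0.14, edgeR adjusted p = 0.00052) after BMP pRNAi and dorsocross (Nasvi2EG003929) by -1.17 (standard error 0.10, edgeR adjusted p = 0.00074). In water they had 3.65 ± 0.0169 and 25.3 ± 2.44 FPKM.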

*Nasonia* possesses numerous other factors that show this pattern that are not expressed specifically in the fly embryo. These include a PR-zinc finger protein related to *CG13296* (Fig. 6a), which was the most strongly affected gene in this analysis, being reduced more than 18-fold after BMP knockdown. 

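The gene CG13296 (Nasvi2EG010535), at scaffold 21, positions 1956787 to 1958007 of assembly 1.0, had 35.7 ± 0.353 FPKM (SD, n = 2) in water, 1.98 ± 0.209 after BMP pRNAi and 47.1 ± 5.34 after Toll pRNAi. Between BMP pRNAi and water its log2 fold change was -4.20 (standard error 0.15, edgeR adjusted p = 5.2e-06), an 18.3-fold decrease, and it stayed between -4.33 and -4.09 with each library left out in turn. Among loci that passed an edgeR adjusted p of 0.05, had a mean above 3 FPKM in either group and no overlap between the libraries, which 33.3% of splits of 4 libraries give by chance, it had the largest decrease after BMP pRNAi. The second largest was that of Nv-mucin68d (Nasvi2EG018263), at -3.83 (standard error 0.30, edgeR adjusted p = 0.00039).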

Close behind in magnitude of knockdown (14×) was *Nasonia optomotor-blind* (*Nv-omb*), a T-box transcription factor that was initially expressed in a broad dorsal stripe that then split, forming two stripes that flanked the serosal domain (Fig. 6b). It is interesting to note that *omb* is a direct target of BMP signaling in many contexts in *Drosophila*, for example, the imaginal discs [51], but not in the embryo. 

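The gene Nv-omb (Nasvi2EG009552), at scaffold 18, positions 2061060 to 2130281 of assembly 1.0, had 5.88 ± 0.457 FPKM (SD, n = 2) in water and 0.425 ± 0.0244 after BMP pRNAi. The log2 fold change of Nv-omb was -3.60 (standard error 0.12, edgeR adjusted p = 5.2e-06), a 12.1-fold decrease. After Toll pRNAi it rose by 0.84 (standard error 0.098, edgeR adjusted p = 0.0084).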

Other transcription factors included *Nasonia* homologs of *yorkie* (Fig. 6c, this transcript was apically localized within serosal cells), *creb-A* (Fig. 6d), *grain* (Fig. 6e), and *AP-1* (Fig. 6f).

**Fig. 6:**
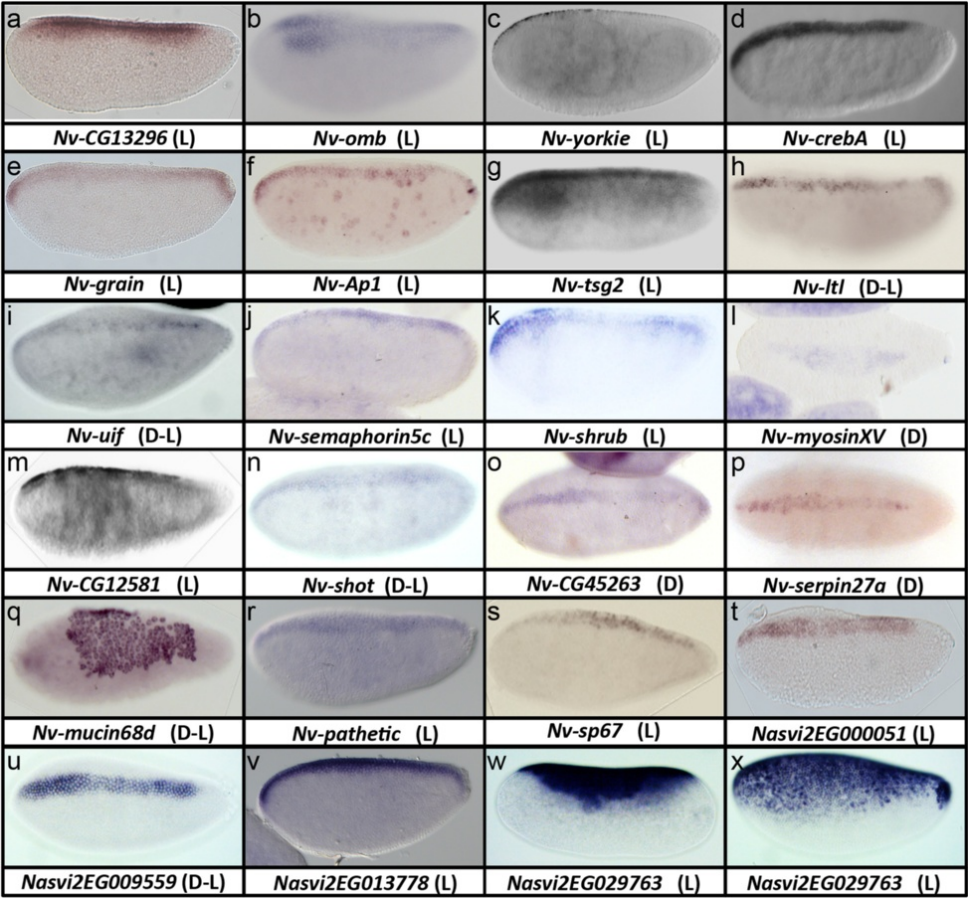
**a–x** Dorsally expressed genes. *D* dorsal view, *D-L* more dorsal than lateral view, *L* lateral view, *L-D* more lateral than dorsal view. All embryos are in the last syncytial blastoderm stage, except **q**, which has just begun gastrulation, and **w**, which is in the pre-blastoderm stage

Among the eight signaling components expressed on the dorsal half of the embryo, four of them are predicted to be involved in BMP signaling. This strongly suggests that BMP signaling is highly self-regulatory in *Nasonia*, and could help explain how it performs its patterning role. 

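After BMP pRNAi the receptor gene Nv-punt (Nasvi2EG009567) had 1.82 and 0.641 FPKM in the 2 libraries, against 12.9 and 13.2 in water, a log2 fold change of -3.47 (standard error 0.32, edgeR adjusted p = 0.0011). The membrane-bound modulator Nv-cv2 (Nasvi2EG009091) changed by -3.38 (standard error 0.16, edgeR adjusted p = 2.2e-05), and the secreted modulator Nv-ltl (Nasvi2EG017764) by -0.97 (standard error 0.092, edgeR adjusted p = 0.0012).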

Aside from the previously described *Nv-punt* (receptor) and *Nv-cv2* (membrane-bound modulator, [52]), one *crossveinless/tsg* paralog (*Nv-tsg2,* Fig. 6g) and an ortholog of *larval translucida* (*Nv-ltl*, a secreted BMP modulator [53], Fig. 6h) were expressed in dorsal domains. *Nv-tsg2* is particularly interesting, as it was broadly and dynamically expressed, and might serve as a sensitive transcriptional readout of BMP activity. The other four signaling genes were *Nv-uninflatable* (*Nv-uif,* Notch, Fig. 6i), *Nv-semaphorin* (semaphorin, Fig. 6j), *Nv-yorkie* (hippo, Fig. 6c), and *Nv-shrub* (ESCRT, Fig. 6k).

The *Nasonia* serosa undergoes dramatic morphogenetic movements. It erupts out of the dorsal epithelium, and rapidly expands by crawling over the surface of the ectoderm until the embryo is completely encapsulated (Fig. 1, [13]). We have identified four genes expressed exclusively on the dorsal side that potentially are employed to bring about these movements. They are *Nasonia* homologs of *Myosin XV* (*Nv-myosinXV,* Fig. 6l), the pleckstrin homology domain-containing gene *CG12581* (Fig. 6m), the actin-microtubule cross-linking gene *short stop* (*Nv-shot,* Fig. 6n), and the immunoglobulin domain-containing *CG45263* (Fig. 6o). As mentioned above, several genes with mesodermal expression also showed expression in the serosal anlage. These may be genes that are general to motile cells.

There were five functional classes represented by single genes on the dorsal side of the embryo: a transaminase enzyme (*Nv-CG8745,* not shown), a serine protease inhibitor (*Nv-serpin27a*, Fig. 6p), a mucin (*Nv-mucin68d*, Fig. 6q) and an amino acid transporter (*Nv-pathetic*, Fig. 6r), and a serine protease (*Nv-sp67*, Fig. 6s). Finally, there were seven dorsally expressed genes that lack clear orthologs in *Drosophila*. Two of them were ankyrin domain-containing genes, as discussed below. Four were expressed in typical narrow stripes (Fig. 6s–v), indicative of potential novel roles in the specification and/or function of the serosa [*Nv-sp67* (Fig. 6s), *Nasvi2EG000051* (Fig. 6t), *Nasvi2EG009559* (Fig. 6u), and *Nasvi2EG013778* (Fig. 6v).] Finally, one gene was expressed broadly and strongly on the dorsal side from very early stages (possibly maternally) and through gastrulation (*Nasvi2EG029763,* Fig. 6w, x).

### Gap-like patterns at the poles

Our experimental approach was designed to identify genes differentially expressed along the DV axis. However, it is clear that the two orthogonal axes are not completely independent, and in fact there is much cross-talk between the two axial patterning pathways, particularly at the poles. Accordingly we have identified a set of terminally expressed genes, including the previously known genes *Nv-tailless*, *Nv-orthodenticle1*, and *Nv-orthodenticle2*. Other genes expressed at the extreme poles include *Nv-rotund* (Fig. 7a), *longitudinals lacking* (*Nv-lola, *Fig. 7b), *Nv-homeobrain* (Fig. 7c), *Nv-twin-of-eyeless* (*Nv-toy*, Fig. 7d), and FK506-binding protein (*Nv-FK506bp,* Fig. 7e). 

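All 10 genes listed with anteroposterior expression were lower after BMP pRNAi than in water at an edgeR adjusted p under 0.05, with log2 fold changes from -2.98 to -0.94. On fragments, the largest decrease was that of Nv-tailless (Nasvi2EG005579), with 23.9 ± 1.12 FPKM (SD, n = 2) in water and 3.02 ± 1.03 after BMP pRNAi. This is a log2 fold change of -2.98 (standard error 0.20, edgeR adjusted p = 0.00023). On FPKM the decrease of Nv-toy (Nasvi2EG015857) was larger, with 4.08 ± 0.366 FPKM in water and 0.402 ± 0.00353 after BMP pRNAi, a log2 ratio of the means of -3.35 against -2.98 for Nv-tailless, while on fragments Nv-toy changed by -1.97 (standard error 0.11, edgeR adjusted p = 8.3e-05). The orthodenticle genes Nasvi2EG014289 and Nasvi2EG014291 changed by -1.08 (standard error 0.073, edgeR adjusted p = 0.00022) and by -1.92 (standard error 0.18, edgeR adjusted p = 0.0012). After Toll pRNAi Nv-toy rose by 1.35 (standard error 0.099, edgeR adjusted p = 0.00066), while Nv-homeobrain (Nasvi2EG007407) changed by -0.46 (standard error 0.085, edgeR adjusted p = 0.031). The other 8 did not differ between Toll pRNAi and water.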

Of these, only *toy* is expressed in a comparable domain in *Drosophila* [54].

**Fig. 7:**
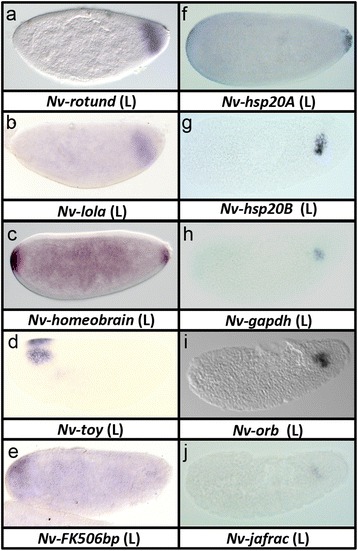
Genes with anteroposterior gap-like domains and germline expression. Anteroposterior (**a**–**d**) and germline (**e**–**j**) expression patterns were detected unexpectedly in our analysis. All are shown in lateral (*L*) view. **a**–**f** are in the final syncytial blastoderm stage, while **g**–**j** have completed gastrulation

### Early zygotic germline gene expression

We also uncovered an unexpected set of genes that is zygotically expressed in the primordial germ cells. 

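Of the 5 genes listed with germline expression, 4 were paired with a locus, and their FPKM was lower in both Toll pRNAi libraries than in both water libraries. The heat shock protein genes Nasvi2EG008139 and Nasvi2EG008141, which are neighbouring paralogs whose reads could be split between them, had log2 fold changes between Toll pRNAi and water of -0.97 (standard error 0.25, edgeR adjusted p = 0.065) and -1.60 (standard error 0.43, edgeR adjusted p = 0.074). The values were -0.99 (standard error 0.35, edgeR adjusted p = 0.14) for Nv-gapdh (Nasvi2EG007624) and -0.44 (standard error 0.19, edgeR adjusted p = 0.22) for Nv-jafrac (Nasvi2EG017598). With only the Toll pRNAi and water libraries in the fit, 3 of the 4 had an edgeR adjusted p under 0.05, and with no filter on low counts all 4 did. The 2 water libraries differed for some of these genes. Nasvi2EG008141 had 41.7 and 18.2 FPKM in water replicates 0 and 1 and 9.74 and 9.81 after Toll pRNAi, and Nv-gapdh had 40.4 and 20.2 FPKM in water and 14.0 and 16.2 after Toll pRNAi. Between Toll pRNAi and BMP pRNAi the log2 fold change was -0.73 (standard error 0.25, edgeR adjusted p = 0.12) for Nasvi2EG008139, -0.68 (standard error 0.43, edgeR adjusted p = 0.37) for Nasvi2EG008141, -0.38 (standard error 0.35, edgeR adjusted p = 0.53) for Nv-gapdh and -0.69 (standard error 0.19, edgeR adjusted p = 0.073) for Nv-jafrac. With the shared title number as a block, where same-numbered deviations correlated at 0.141, the values were -0.73 (edgeR adjusted p = 2.3e-05), -0.60 (edgeR adjusted p = 0.0457), -0.33 (edgeR adjusted p = 0.12) and -0.69 (edgeR adjusted p = 0.00021) in the same order. The block fit used only the Toll and BMP libraries and left few degrees of freedom, so its p leans on the spread of other loci. For Nasvi2EG008141, Toll and BMP libraries that share a title number had 9.74 against 10.1 FPKM and 9.81 against 22.3.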

Two *heat shock protein 60* paralogs (*Nv-hsp60A, Nv-hsp60B,* Fig. 7f, g), a *glyceraldehyde-3-phosphate dehydrogenase* homolog (*Nv-gapdh*, Fig. 7h), the *Nasonia oo18 RNA-binding protein* (*Nv-orb,* Fig. 7i), and a homolog of the thioredoxin *jafrac* (*Nv-jafrac,* Fig. 7j) all showed statistically significant reduction after Toll knockdown. None of these genes showed expression in the oosome (germ plasm), indicating that they are activated zygotically, and are at least partially reliant on Toll signaling (directly or indirectly) for their activation. The reason for this is not clear, as no clear effect on the expression levels of these genes was detectable when comparing wt and Toll knockdown embryos. However, it does point to the possibility that other zygotic germline genes may be in the set of marginal genes that have not yet been analyzed. Interestingly, the *Drosophila* homologs of all of the germline genes discovered here are also expressed zygotically in the fly germline [50, 55, 56].

### Genes lost in the *Drosophila* lineage

While the vast majority (88/110) of the genes we have described here have clear *Drosophila* homologs, the remainder are novel relative to *Drosophila*. One of these, *Nv-meteorin* (Fig. 4q), is found in vertebrates and most other insects, including mosquitos, indicating a recent loss from the fly genome. Another, *Nv-myosinXV* (Fig. 6l) has clear orthologs in vertebrates and hemimetabolous insects, but this gene appears to have been lost in the non-hymenopteran lineage after the split from the rest of the Holometabola (JAL, personal observation). An additional gene (*Nasvi2EG013778*, Fig. 6v) is found in many insect lineages, but is not found in *Drosophila*, or in other metazoan lineages outside of insects. Understanding the functions of these genes in *Nasonia* and other insects could give insights into the evolution of *Drosophila* by indicating which molecular functions were made unnecessary or redundant in the course of the evolution of its lineage.

### Hymenoptera-specific genes

Four of the genes found in *Nasonia* are found in distantly related Hymenoptera such as bees and ants, but nowhere else in the tree of life [*Nasvi2EG010608* (not shown), *Nasvi2EG000051* (Fig. 6t), *Nasvi2EG009559* (Fig. 6u), *Nasvi2EG004843* (Fig. 5s)]. We describe these as Hymenoptera-specific genes. We found four potentially novel genes unique to *Nasonia*, or at least not found in ants or bees or anywhere else more distant in the tree of life [*Nasvi2EG014440* (Fig. 5t)*, Nasvi2EG029763* (Fig. 6w, x)*, Nasvi2EG019917* (Fig. 5o), and *Nasvi2EG019528* (not shown)]. We cannot exclude that homologs of these genes are found in other parasitic wasps.

### Wasp-specific ankyrin domain-containing genes

A particularly fascinating set of novel genes encodes proteins that possess a characteristic set of ankyrin repeats (Fig. 8). When these are used as BLAST queries, the top hits are typically a combination of related *Nasonia* genes and genes found outside the Metazoa, including bacteria and fungi (JAL, personal observation). Thus, it appears that the *Nasonia* ankyrin domain-containing genes we have found are closely related to each other, and are quite distinct from genes found in other insects (including fellow hymenopterans such as ants and bees).

**Fig. 8:**
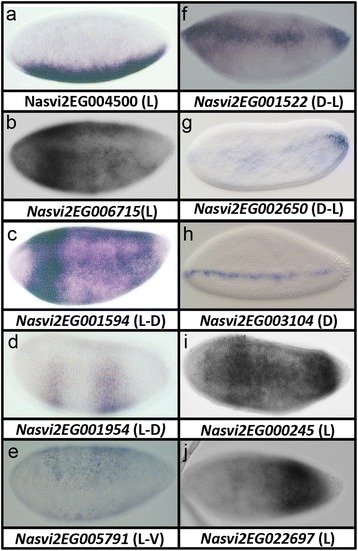
**a-j** Ankyrin domain-containing genes with distinct dorsoventral expression patterns. All are in the last syncytial stage prior to gastrulation. *D* dorsal view, *D-L* more dorsal than lateral view, *L* lateral view, *L-D* more lateral than dorsal view

Genes of this class were one of the great surprises found in the sequencing of the *Nasonia* genome. It has previously been determined that the *Nasonia* genome contains the largest complement of ankyrin domain-containing genes so far annotated [57]. Particularly interesting were ankyrin domain-containing genes that also posses the so-called PRANC (Pox proteins Repeats of ANkyrin, C-terminal) domain. PRANC-containing genes appear to have originated in poxviruses, where one of the functions of the PRANC domain is to manipulate the NF-kB function of eukaryotic hosts [58]. This association with NF-kB is tantalizing, as Dorsal is a transcription factor of this class. Whether this function is retained and relevant in *Nasonia* remains to be tested.

The PRANC domain-containing genes appear to have entered the *Nasonia* genome through a *Wolbachia* endosymbiont intermediate, as the *Nasonia* genes are highly related to those still found in their endosymbionts [57]. While many of the wasp-specific ankyrin genes lack identifiable PRANC domains, they are highly similar in the rest of their sequence, indicating that they had a relatively recent common origin. A similar pattern of apparent loss of the PRANC domains is also observed in poxviruses themselves [59]. It is not clear how many horizontal transfers are responsible for the current array of more than 250 ankyrin domain-containing genes, but clearly gene duplication played a major role in amplifying this gene family.

We found a single ankyrin domain-containing gene, *Nasvi2EG004500*, expressed ventrally in a broad, dynamic domain that was similar to genes such as *Nv-twi* or *Nv-sna*. However, expression of this gene remained pole to pole, instead of taking on the typical slug-shape of the presumptive mesoderm (Fig. 8a). Two genes (*Nasvi2EG006715* and *Nasvi2EG001594* and) were broadly expressed laterally, with a more intensely staining “gap-like” domain near the head primordium (Fig. 8b, c). One ankyrin domain protein was expressed in two broad stripes that were repressed on the dorsal side (*Nasvi2EG001954*, Fig. 8d), while another was broadly expressed but repressed in a wide ventral domain (*Nasvi2EG005791*, Fig. 8e). Three genes were expressed on the dorsal side of the embryo. One (*Nasvi2EG001522*, Fig. 8f) was expressed broadly at the poles, and in a narrow stripe in the main trunk of the embryo. Another (*Nasvi2EG002650*, Fig. 8g) was highly expressed at the extreme poles (anterior domain out of focus) of the embryo, and in an incomplete stripe along the dorsal midline. Most astoundingly, *Nasvi2EG003104* was expressed in a narrow, single nucleus-wide domain (Fig. 8h). Finally, two ankyrin domain-containing genes were expressed in broad posterior domains: *Nasvi2EG000245* (Fig. 8i) and *Nasvi2EG022697* (Fig. 8j). It is interesting to note that almost all of the ankyrin domain-containing gene expression domains are unique, indicating that they have all independently evolved their own novel *cis*-regulatory elements driving novel patterns in the embryo.

Three of the 10 ankyrin genes with DV expression had unambiguous PRANC domains at their C-termini (*Nasvi2EG001522*, *Nasvi2EG003104*, and *Nasvi2EG002650*), while the rest appeared to lack them. Given the similarity of these 10 genes, we propose that in the process of gene family amplification, some of the paralogs may have lost the PRANC domain, while maintaining a core characteristic ankyrin repeat domain. Whatever the evolutionary history of these genes, it is clear that they are novel components of the *Nasonia* genome, yet they seem to have been stably incorporated into the *Nasonia* DV patterning GRN at different positions along the axis.

Other cases of horizontal gene transfer have been detected in insects [60], some of which are functional in providing an insect with novel biochemical capabilities that aid in defense [61]. In *Drosophila ananassae*, a whole *Wolbachia* chromosome has been transferred to the nuclear genome, but appears to have little expression and no apparent function [62]. In contrast, the *Nasonia* genes are expressed robustly and represent, to our knowledge,  the first example of horizontally transferred genes being incorporated into a patterning network.

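In water the 10 ankyrin domain-containing genes paired with a locus had means between 4.30 FPKM, for Nasvi2EG003104, and 46.5 FPKM, for Nasvi2EG006715. They belong to one gene family, so reads could be split between near-identical members, and the values are uncertain for that reason. The ventral member Nasvi2EG004500 had 28.3 ± 0.177 FPKM (SD, n = 2) in water and 2.00 ± 0.245 after Toll pRNAi, a log2 fold change of -3.82 (standard error 0.17, edgeR adjusted p = 6.4e-05). After BMP pRNAi Nasvi2EG002650 changed by -1.47 (standard error 0.18, edgeR adjusted p = 0.0044), Nasvi2EG003104 by -1.48 (standard error 0.14, edgeR adjusted p = 0.0013) and Nasvi2EG022697 by -1.38 (standard error 0.17, edgeR adjusted p = 0.0045).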

### Genes with an unexpected response to pRNAi

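Over the 102 paired genes of Additional file 5, 83 changed in opposite directions in the 2 knockdowns relative to water and 19 in the same direction, counted by the sign of the log2 fold change without a threshold. An edgeR adjusted p under 0.05 in at least 1 comparison was reached by 93.

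**Figure D2:**
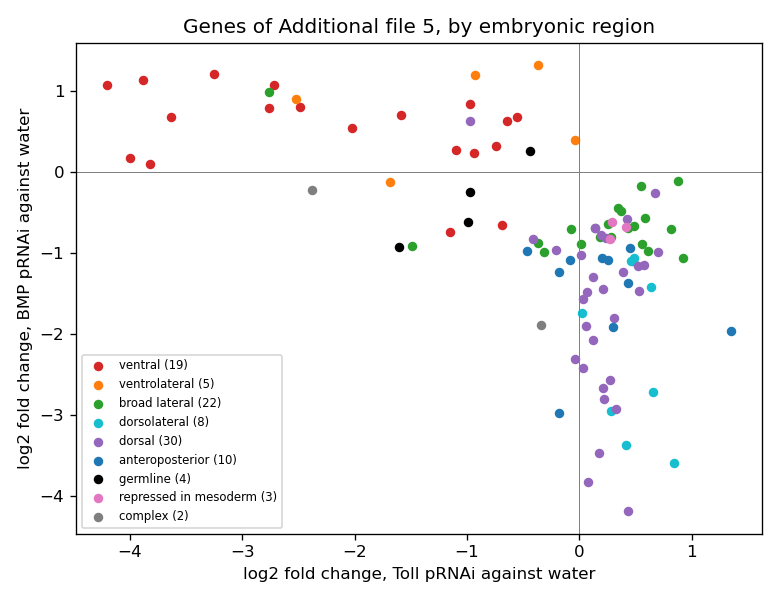
Log2 fold change after Toll pRNAi (x axis) and after BMP pRNAi (y axis), each against water, of the genes of Additional file 5, with 1 point per gene coloured by the region of expression listed there and the number of genes in parentheses. A gene listed in 2 regions is drawn for each. The median for ventral genes is -2.02 after Toll pRNAi and 0.68 after BMP pRNAi, and for dorsal genes 0.20 and -1.46.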

The vast majority of the genes we have examined in this project follow the expected correlation between control expression patterns with a change in levels after pRNAi (i.e., ventrally expressed genes are strongly reduced in Toll knockdown, and dorsally expressed genes are strongly reduced in BMP knockdown). However, there were a few genes whose normal expression patterns were not predicted by their behavior in the RNAi analyses. Two of these genes, the *Nasonia* homologs of a modulator of BMP protein signaling, *twisted gastrulation* (*Nv*-*tsg2*), and a G2 checkpoint kinase, *wee1* (*Nv-wee1*), exhibited dorsal expression patterns (Fig. 9a, d). 

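After BMP pRNAi Nv-tsg2 (Nasvi2EG036108) had 24.9 ± 1.91 FPKM (SD, n = 2), against 53.6 ± 0.327 in water and 79.1 ± 0.564 after Toll pRNAi. Against water the log2 fold change of Nv-tsg2 was -1.15 (standard error 0.078, edgeR adjusted p = 0.00022) after BMP pRNAi and 0.57 (standard error 0.076, edgeR adjusted p = 0.015) after Toll pRNAi. For Nv-wee1 (Nasvi2EG000593) the FPKM was 14.2 ± 2.05, 16.7 ± 1.61 and 26.4 ± 2.63 in the same order. The change of Nv-wee1 was -0.26 (standard error 0.13, edgeR adjusted p = 0.20) after BMP pRNAi, within the spread of the libraries, and 0.67 (standard error 0.13, edgeR adjusted p = 0.033) after Toll pRNAi.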

A reduction in transcript levels after BMP knockdown (by ~50 % and 20 % respectively, Additional file 4) is consistent with the observed dorsal expression pattern; however, increases in transcript levels after Toll knockdown were also observed (by ~50 % and 60 %, Additional file 4). This result was unexpected, as up until this point, all dorsally expressed genes had been observed to act independently of Toll regulation. To better elucidate the regulation of these two genes, in situ hybridization experiments of these transcripts were performed on BMP- and Toll knockdown embryos. In wt embryos, *Nv-tsg2* was expressed in a broad dorsal domain (Fig. 9a). In BMP knockdown embryos, *tsg2* expression at the anterior pole expanded ventrally, while trunk expression was greatly reduced (Fig. 9b). In Toll knockdown embryos, expression of *tsg2* was nearly ubiquitous, expanding ventrally almost to the ventral midline (Fig. 9c). Both of these results are consistent with the quantified expression levels observed (increased expression in Toll knockdown, and decreased expression in BMP knockdown), and suggest regulation from both the Toll and BMP pathways.

**Fig. 9:**
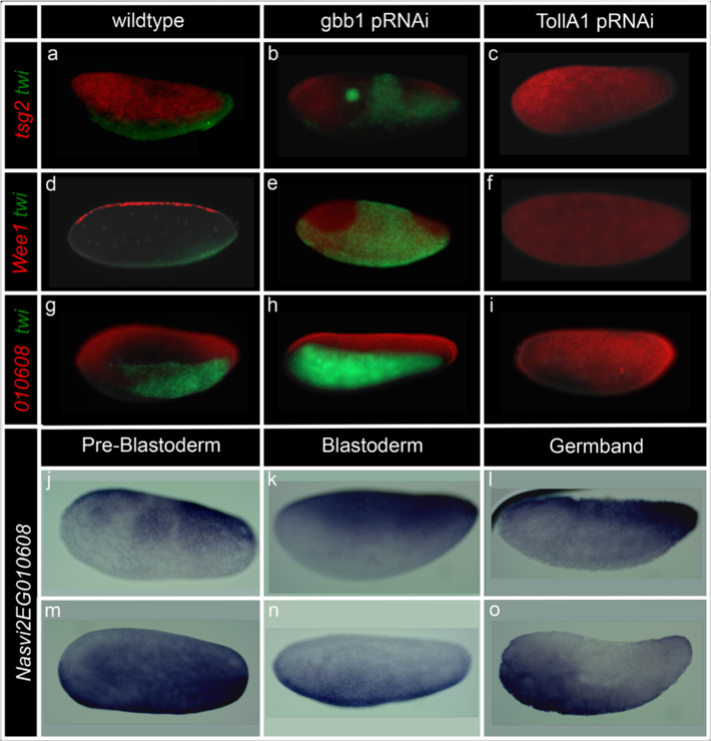
Characterization of *Nasonia* transcripts with unexpected responses to pRNAi. **a**–**i** Simultaneous detection of transcript of interest (*red*), *twist* (*green*) (to confirm the knockdown: expansion of *twist* in gbb1 KD and loss of *twist* in TollA1 KD), and DAPI (*white*) in blastoderm stage embryos. Changes in expression of *tsg2* (**a**–**c**), *Wee1* (**d**–**f**), and *Nasvi2EG010608* (**g**–**i**) between wild type (**a**, **d**, **f**), BMP knockdown (**b**, **e**, **g**), and Toll knockdown (**c**, **f**, **i**) embryos are observed. **j**–**o** non-fluorescent detection of *Nasvi2EG029763* transcripts. Dorsal (**j**–**l**) and ventral (**m**–**o**) expression is observed prior to the formation of the syncytium (**j**, **m**), through all blastoderm stages (**k**, **n**), and persists through gastrulation and germband elongation (**l**, **o**). In all frames, anterior is left and dorsal is up

In wild-type embryos, *Nv-wee1* was expressed in a narrow stripe along the dorsal midline (Fig. 9d); however, in both BMP and Toll knockdown embryos, *Nv-wee1* was expressed ubiquitously throughout the embryo (perhaps reduced or absent at the ventral midline in Toll) (Fig. 9e, f). This in situ data agrees with the observed relative change in expression level in Toll knockdown embryos, but contradicts observations in BMP knockdown embryos. Unlike with *tsg2*, *Wee1* does not appear to be inhibited by *twist*, and in fact expands ventrally as *twist* expands dorsally. The loss of localization seen in the absence of both BMP and Toll suggest that neither are required for activation, but perhaps function to indirectly restrict its domain normally through downstream effectors.

Another gene whose normal expression pattern was not predicted by its behavior in the RNAi analyses was a novel gene, *Nasvi2EG010608*. 

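The gene Nasvi2EG010608, at scaffold 21, positions 2512077 to 2513215 of assembly 1.0, had 1.24 and 9.28 FPKM in water replicates 0 and 1, 1.11 and 0.839 in the Toll pRNAi libraries and 2.77 and 6.18 in the BMP pRNAi libraries. Against water the log2 fold change was -2.38 (standard error 0.87, edgeR adjusted p = 0.15) after Toll pRNAi and -0.22 (standard error 0.72, edgeR adjusted p = 0.87) after BMP pRNAi. Neither difference from water exceeded the spread between the libraries. Without water replicate 1 the change after Toll pRNAi was -0.32. Between Toll pRNAi and BMP pRNAi it was -2.16 (standard error 0.87, edgeR adjusted p = 0.18), and -2.13 (edgeR adjusted p = 4.2e-06) with the shared title number as a block, where same-numbered deviations correlated at 0.141. The block fit left out the water libraries, whose spread is part of the standard error without the block. These p-values therefore differ by more than the block.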

Expression decreased markedly after Toll knockdown (by ~80 %, Additional file 4) and only slightly decreased after BMP knockdown (by ~10 %, Additional file 4), leading to the prediction that this novel gene should have an expression pattern localized to the ventral half of the embryo. However, only half of the wild-type embryos examined showed a ventral pattern, while the other half showed a dorsally localized pattern (Fig. 9g, j–o). This ratio was maintained in every stage from the first few nuclear divisions up through germband elongation (Fig. 9j-o). No correlation to sex was observed, since eggs from virgin females (all males) and from fertilized females (normally a 9:1 female to male ratio) showed the same 50/50 ratios of dorsal and ventrally expressed *Nasvi2EG010608* (data not shown).

Again, in situ hybridization experiments of these transcripts were performed in the two knockdown conditions. In BMP knockdown embryos, expression was reduced to a slightly smaller ventral (not shown) or dorsal (Fig. 9h) domain. In Toll knockdown embryos, expression expanded dramatically to near ubiquity, with weak or no expression along the ventral midline (Fig. 9i). While in situ data from the pRNAi embryos confirmed the slight reduction seen in the quantification of BMP knockdown expression levels compared to control, it seemed to contradict the reduced expression observed from the Toll RNAi-RNAseq analyses. Additionally, the in situ data failed to shed light on the variation of expression observed in wild-type embryos. Further experiments will be done to determine the cause of this dynamic expression pattern.

### Limitations of the analysis

Nearly all of the genes that were known to be expressed in patterns along the DV axis of the *Nasonia* embryo were found with high confidence in our analysis. However, a few were overlooked in one or both of the DE analyses based on the two transcriptome annotations we used. The lateral portions of the embryo were always the clear weak point of our approach, as genes expressed in these regions were predicted to require low amounts of either Toll or BMP input, so would be least sensitive to reduction of these pathways. Thus, we were pleasantly surprised to be able to identify a large number of genes with specific lateral expression patterns. However, most of these were initially classified as marginal, and were largely at the edge of our statistical significance and fold change cutoffs. 

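Among the 22 broad lateral genes, 17 changed more than 1.5 times after BMP pRNAi, 6 after Toll pRNAi and 20 between the knockdowns. For 11 of them, no comparison gave a change of 2-fold or more, as for 5 of the 30 dorsal genes and 1 of the 19 ventral genes.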

We would not be surprised to find that there may be additional laterally expressed genes, especially given that several genes known to have lateral patterns were not identified in our analyses.

Particularly striking was that *Nv-brk* was not found in either analysis. This gene is highly expressed laterally, and is clearly regulated by both Toll and BMP [14]. However, the RNAseq approach can only detect changes in global levels of RNA expression, and not redistribution. Another known gene that did not appear in our analysis is *Nv-ind*, which is the most “lateral” member of the columnar gene group [13] , and is expressed in a region furthest away from the peaks of activity of the two signaling pathways patterning the *Nasonia* DV axis, and thus may be insensitive to changes to one gradient or the other.

Another set of genes that might have been missed by our analysis is composed of genes that have multiple domains of expression, which reduces the overall magnitude of DE after single knockdowns. 

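In water Nv-sna (Nasvi2EG019581) had 20.3 ± 0.0679 FPKM (SD, n = 2), and after Toll pRNAi it had 10.2 ± 1.40. The log2 fold change was -0.97 (standard error 0.13, edgeR adjusted p = 0.015). With each library left out in turn, the change of Nv-sna stayed between -1.05 and -0.90.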

For example, the ventral domain of *Nv-snail* is strongly affected by *Nv-Toll* knockdown, but the magnitude of the expression difference between water and *Nv-Toll* expression were much less than for comparable genes like *Nv-twi*. This is likely due to high expression of *Nv-sna* in the yolk nuclei [13], which is not affected by *Nv-Toll* pRNAi. Similarly, genes expressed both ventrally and dorsally show reduced magnitudes of DE in the RNAi cases, and we propose that this explains why genes like *Nv-tgfα* were missed. These genes have late ventrolateral expression similar to (but temporally delayed relative to) *Nv-vnd*, and dorsal stripes flanking the serosal domain (JAL, personal observation). Toll pRNAi has a relatively weak input into genes expressed like *Nv-vnd* (compared to those in the mesoderm), so the magnitude of change is likely to less than 100 % on the ventral side. This in combination with a significant amount of remaining expression on the dorsal side could lead to an overall reduction below our ~1.5× cutoff. In BMP knockdown, the same factors are in play with the additional caveat that the ventral domain of this type of gene could increase, offsetting the reduction of mRNA produced on the dorsal side.

Finally, errors and omissions in the genome sequence, assembly, or annotation can lead to some genes being missed. Despite all of this, given the large number of genes that were detected, we believe the vast majority of the participants in the *Nasonia* DV GRN have been identified.

### Comparison to *Drosophila*

A similar experiment was conducted in *Drosophila*, using microarray technology to detect DE of transcripts along the entire DV axis [7, 25]. Many novel insights were gained in that study (and subsequent ones taking different technological or methodological approaches [63–66]), including the discovery of new FGF pathway ligands. In addition, comprehensive analyses of embryonic gene expression identified further genes expressed in different patterns along the axis [50, 67]. The evolutionary significance of the *Drosophila* work was until recently not entirely clear, as it represented a single comprehensive data point. With our data, and the basal position of *Nasonia* within the Holometabola, we can now begin to propose a conserved core set of tissue specification genes for mesoderm, ectoderm, and extraembryonic tissues, as well as generate hypotheses about novel gains and losses of genes from the DV patterning GRN within the Holometabola.

The transcription factors Twist, Snail, Six4, and Zinc Finger Homeodomain; the FGF signaling components Stumps and Breathless; the axon guidance molecule Netrin; and the integrin Inflated are conserved mesoderm factors between *Nasonia* and *Drosophila*. Eight transcription factors (Vnd, Sim, Sox-N, Bowl, TFIIF1, Msh, Brk, Ind) and another integrin (Multiple Edematous Wings, *mew*) have conserved ectodermal expression patterns. In the extraembryonic and dorsal embryonic region, 11 genes have conserved expression. This includes six transcription factors (Tail-up, Grain, Pannier, Dorsocross, Zen, and Araucan), two BMP modulators (Crossveinless-2 and Twisted Gastrulation), the immunoglobulin domain protein CG43462*,* the membrane-bound signaling molecule Semaphorin5c, and the enzyme RACE. In total, 18 of the 28 conserved genes are transcription factors. This is consistent with a model in which specific transcription factors have conserved roles in specifying tissue fates that are broadly conserved in evolution. On the other hand, molecules involved in cell structure and behavior are less evolutionary stable, as the behaviors of, and interactions among, embryonic tissues change much more frequently than the presence of the tissue itself.

To better understand how our *Nasonia* results compare to what is known in *Drosophila*, we compiled a list of 278 genes with distinct expression along the DV axis of the fly embryo at the late blastoderm stage, combining the microarray, chromatin immunoprecipitation sequencing, and high-throughput in situ data available in *Drosophila* (see Additional file 6 and Methods for how this list was generated). This list is likely to be more comprehensive than the set of confirmed DV expressed genes we have found in *Nasonia* and likely includes expression patterns and levels that we excluded from our analysis. For example, some genes with significant DE after RNAi were excluded from our analysis due to very low FPKM values in wild type. 

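At an edgeR adjusted p under 0.05 and a change above 1.5 times, 208 loci had a mean of 3 FPKM or less in water, and 24 of these are genes of Additional file 4.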

A handful of *Drosophila* homologs of such genes have DV expression, indicating that this class of lowly expressed genes may be a fruitful source of DV patterning genes in future analyses in *Nasonia*. 

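Additional file 6 lists 278 fly genes, and for 35 of them a wasp homolog as differentially expressed. The homologs of 30 of these were paired with 26 loci, all of which differed in at least 1 comparison at an edgeR adjusted p under 0.05. Homologs listed as not detected were paired with 6 loci, of which 0 differed. Pairing came from a table that lists significant loci first, so homologs without a difference are few among the paired loci.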

Overall, this analysis showed again that there is a large divergence in DV expressed genes between wasp and fly, as only 35/278 genes with patterned DV expression in fly have homologs that show DE in at least one comparison in our *Nasonia* data.

Sixty-six (23 %) of the *Drosophila* DV genes have no clear *Nasonia* homologs, which is similar to the 18 % of *Nasonia* genes without clear fly orthologs (Additional file 5).Twenty-four of the 66 (36 %) are only found in diptera, and 17 of these 24 are found only within the *Drosophila* lineage and its close fly relatives. This is in strong contrast to what we found in *Nasonia,* where 17 of the 23 genes without fly orthologs are unique to the Hymenoptera, and 14 of these 17 are so far only found in *Nasonia*. It remains to be seen if these differences in lineage-specific novelty reflect a true difference in evolutionary pattern, or if it is an artifact of different levels of sampling between the two lineages.

Five of the genes without *Nasonia* orthologs are found in Coleoptera and/or Lepidoptera, indicating that these genes originated after the split between Hymenoptera and the rest of the holometabolan lineage. The remaining 37 of the 66 *Drosophila* DV genes without *Nasonia* homologs (13 % overall) provisionally represent wasp lineage gene losses. This is more than two-fold higher than the ~5 % of *Nasonia* DV genes whose lack of fly homologs is due to loss along the fly lineage.

### Comparison to the beetle *Tribolium castaneum*

A conceptually similar experiment was recently published for the beetle *Tribolium castaneum* [68]. Given the quite different blastoderm fate map in *Tribolium*, and the fact that much DV patterning takes place well after gastrulation [16, 69, 70], direct comparisons with *Nasonia* and *Drosophila* are not straightforward. Despite this difficulty, the *Tribolium* experiments identified several new conserved insect DV components: the transcription factor ZFHD, the integrin Inflated, the FGF signaling component Dof, and the Notch pathway component Uif. Further in-depth comparisons among wasp, beetle, and fly will begin to give a clearer understanding of how embryonic patterning networks have evolved among the holometabolous insects.

## Conclusions

We have shown here that, apart from a conserved core of mostly transcription factors, the GRNs for DV patterning and early morphogenesis have diverged significantly between the wasp *Nasonia* and the fly *Drosophila*. This fits well with the observations that both the upstream patterning networks, and the downstream morphogenetic events of gastrulation are quite divergent. At present we cannot tell which network is more representative of the ancestral state of the Holometabola, or indeed whether they are both highly divergent. With the advent of increasingly cost-effective large-scale sequencing technologies, and broadly applicable functional approaches, many more taxa can be sampled and characterized at a deep level. This should allow hypothesis of the pattern and direction of phylogenetic change to be tested robustly. Our observation that many lineage restricted genes have been incorporated into the *Nasonia* DV GRN raises the question of whether such novelty is a common feature of developmental patterning systems, and what role, if any, natural selection plays in setting up the early body plan. Again, broad and deep sampling of taxa at varying phylogenetic distances can shed light on this question and should be a high priority research area where insects can make a uniquely powerful contribution.

## Additional files

Additional file 1: Methods: Compilation of scripts used in TopHat and Cufflinks analyses. (DOCX 98 kb) Additional file 2: Gene expression cuffdiff output (gene_exp.diff) using *Nasonia* transcriptome annotation 2.0. This result was used as the main basis for choosing genes to further validate with in situ hybridization. See sections I–IV of the Additional file 1: Methods for how this result was produced. (XLSX 6260 kb) Additional file 3: Gene expression cuffdiff output (gene_exp.diff) using *Nasonia* transcriptome annotation 1.2. This supplemented the main result given in Additional file 2, due to some discrepancies between the two annotations. See sections V–VI for how this result was produced. (XLSX 138 kb) Additional file 4: Annotation of all genes where significant differential expression (DE) was detected in at least one comparison. Each gene has two rows: one for the Toll vs. wt comparison, and one for the BMP(dpp) vs. wt. All data is from the annotation 2.0 file regardless of whether DE was detected only in the annotation 1.2 analysis. Columns B–H are essential information from the gene_exp.diff file. Column I = pattern of DE of the gene; Column J = primary embryonic expression pattern; Column K = any additional patterns of expression; Column L = general molecule type; Column M = whether gene has clear orthologs in flies, insects, other animals, or is novel; Column N = association with a signaling pathway; Column O = cell biological function of gene; Column P = fly ortholog (if applicable); Column Q = whether gene is expressed in a similar pattern in *Drosophila*. (XLSX 158 kb) Additional file 5: Annotation of genes with confirmed expression patterns. This file is a subset of Additional file 4, and contains only genes for which patterned expression was detected. Classifications in this file were used to produce the charts in Fig. 3. (XLSX 66 kb) Additional file 6: Dorsoventrally regulated genes in *Drosophila melanogaster*. Column A: CG number corresponding to each gene. When available, CG is also a hyperlink to the corresponding BDGP page where in situ images can be found. Column B: Gene name. Column C: Gene symbol. Column D: Primary localization of RNA transcript at stage 4–6, determined from in situ data. Column E: Molecular function category determined from experimental data collected by flybase.org. Column F: Detection of *Nasonia* ortholog in RNAi-RNAseq differential expression data [No = not significant, − = no ortholog to detect, toll vs. dpp = significant differential expression between dorsalized and ventralized embryos, wt vs. dpp = significant differential expression between dorsalized and wt embryos, wt vs. toll = significant differential expression between ventralized and wt embryos]. Column G: Corresponding *Nasonia vitripennis* orthologs as reported by flybase.org [N/A = no known ortholog]. Column H: Novelty status of *Drosophila* genes for genes without *Nasonia* orthologs.

# Supplementary material for: Global analysis of dorsoventral patterning in the wasp Nasonia reveals extensive incorporation of novelty in a regulatory network
**Source:** BMC Biol. 2016 Aug 1;14:63. doi: 10.1186/s12915-016-0285-y
**Supplement:** Additional file 1: — Methods: Compilation of scripts used in TopHat and Cufflinks analyses.

**I. Tophat2 commands annotation 2.0:**

277gbb1611th20.ph

#!/bin/bash -l

#PBS -q default

#PBS -l nodes=1:ppn=16

#PBS -l mem=64gb

#PBS -l walltime=8:00:00

#PBS -j oe

#PBS -A AG-Roth

export PATH=$HOME/bowtie2-2.0.0-beta6:$HOME/tophat-2.0.3.Linux_x86_64:$HOME/newtophat/samtools-0.1.18:$PATH

echo$PATH

#export NCORES=`cat $PBS_NODEFILE | wc -l`

#export OMP_NUM_THREADS=$NCORES

OUTDIR=/scratch/jlynch/zippednvngs

cd $OUTDIR

tophat2 -p 16 -r 0 -I 10000 -o 277gbb1611th20 -G /scratch/jlynch/zippednvngs/nv2clean.gff --no-novel-juncs ass1nvbowtie2 /scratch/jlynch/zippednvngs2/SN7640117_5883_Gbb11611_1_sequence.fq.gz /scratch/jlynch/zippednvngs2/SN7640117_5883_Gbb11611_2_sequence.fq.gz

277dpp2610th20.ph

#!/bin/bash -l

#PBS -q default

#PBS -l nodes=1:ppn=16

#PBS -l mem=64gb

#PBS -l walltime=4:00:00

#PBS -j oe

#PBS -A AG-Roth

export PATH=$HOME/bowtie2-2.0.0-beta6:$HOME/tophat-2.0.3.Linux_x86_64:$HOME/newtophat/samtools-0.1.18:$PATH

echo$PATH

#export NCORES=`cat $PBS_NODEFILE | wc -l`

#export OMP_NUM_THREADS=$NCORES

OUTDIR=/scratch/jlynch/zippednvngs

cd $OUTDIR

tophat2 -p 16 -r 0 -I 10000 -o 277dpp2610th20 -G /scratch/jlynch/zippednvngs/nv2clean.gff --no-novel-juncs ass1nvbowtie2 /scratch/jlynch/zippednvngs2/SN7640117_5880_dpp2610_1_sequence.fq.gz /scratch/jlynch/zippednvngs2/SN7640117_5880_dpp2610_2_sequence.fq.gz

197h2o805tophat.ph

#!/bin/bash -l

#PBS -q default

#PBS -l nodes=1:ppn=16

#PBS -l mem=64gb

#PBS -l walltime=4:00:00

#PBS -j oe

#PBS -A AG-Roth

export PATH=$HOME/bowtie2-2.0.0-beta6:$HOME/tophat-2.0.3.Linux_x86_64:$HOME/newtophat/samtools-0.1.18:$PATH

echo$PATH

#export NCORES=`cat $PBS_NODEFILE | wc -l`

#export OMP_NUM_THREADS=$NCORES

OUTDIR=/scratch/jlynch/zippednvngs

cd $OUTDIR

tophat2 -p 16 -r 0 -I 10000 -o 197h2o805 -G /scratch/jlynch/zippednvngs/nv2clean.gff --no-novel-juncs ass1nvbowtie2 /scratch/jlynch/zippednvngs2/SN7640117_5881_H2O0805_1_sequence.fq.gz /scratch/jlynch/zippednvngs2/SN7640117_5881_H2O0805_2_sequence.fq.gz

197h2o1704tophat.ph

#!/bin/bash -l

#PBS -q default

#PBS -l nodes=1:ppn=16

#PBS -l mem=64gb

#PBS -l walltime=4:00:00

#PBS -j oe

#PBS -A AG-Roth

export PATH=$HOME/bowtie2-2.0.0-beta6:$HOME/tophat-2.0.3.Linux_x86_64:$HOME/newtophat/samtools-0.1.18:$PATH

echo$PATH

#export NCORES=`cat $PBS_NODEFILE | wc -l`

#export OMP_NUM_THREADS=$NCORES

OUTDIR=/scratch/jlynch/zippednvngs

cd $OUTDIR

tophat2 -p 16 -r 0 -I 10000 -o 197h2o1704 -G /scratch/jlynch/zippednvngs/nv2clean.gff --no-novel-juncs ass1nvbowtie2 /scratch/jlynch/zippednvngs2/SN7640117_5878_H2O1704_1_sequence.fq.gz /scratch/jlynch/zippednvngs2/SN7640117_5878_H2O1704_2_sequence.fq.gz

277TollA1611th20.ph

#!/bin/bash -l

#PBS -q default

#PBS -l nodes=1:ppn=16

#PBS -l mem=64gb

#PBS -l walltime=4:00:00

#PBS -j oe

#PBS -A AG-Roth

export PATH=$HOME/bowtie2-2.0.0-beta6:$HOME/tophat-2.0.3.Linux_x86_64:$HOME/newtophat/samtools-0.1.18:$PATH

echo$PATH

#export NCORES=`cat $PBS_NODEFILE | wc -l`

#export OMP_NUM_THREADS=$NCORES

OUTDIR=/scratch/jlynch/zippednvngs

cd $OUTDIR

tophat2 -p 16 -r 0 -I 10000 -o 277TollA1611th20 -G /scratch/jlynch/zippednvngs/nv2clean.gff --no-novel-juncs ass1nvbowtie2 /scratch/jlynch/zippednvngs2/SN7640117_5882_TollA-1611_1_sequence.fq.gz /scratch/jlynch/zippednvngs2/SN7640117_5882_TollA-1611_2_sequence.fq.gz

277TollA2610th20.ph

#!/bin/bash -l

#PBS -q default

#PBS -l nodes=1:ppn=16

#PBS -l mem=64gb

#PBS -l walltime=4:00:00

#PBS -j oe

#PBS -A AG-Roth

export PATH=$HOME/bowtie2-2.0.0-beta6:$HOME/tophat-2.0.3.Linux_x86_64:$HOME/newtophat/samtools-0.1.18:$PATH

echo$PATH

#export NCORES=`cat $PBS_NODEFILE | wc -l`

#export OMP_NUM_THREADS=$NCORES

OUTDIR=/scratch/jlynch/zippednvngs

cd $OUTDIR

tophat2 -p 16 -r 0 -I 10000 -o 277TollA2610th20 -G /scratch/jlynch/zippednvngs/nv2clean.gff --no-novel-juncs ass1nvbowtie2 /scratch/jlynch/zippednvngs2/SN7640117_5879_TollA2610_1_sequence.fq.gz /scratch/jlynch/zippednvngs2/SN7640117_5879_TollA2610_2_sequence.fq.gz

**II. cufflinks commands annotation 2.0:**

247h2o805cl.ph

#!/bin/bash -l

#PBS -q default

#PBS -l nodes=1:ppn=16

#PBS -l mem=32gb

#PBS -l walltime=12:00:00

#PBS -j oe

#PBS -A AG-Roth

export PATH=$HOME/cufflinks-2.0.2.Linux_x86_64:$PATH

echo$PATH

#export NCORES=`cat $PBS_NODEFILE | wc -l`

#export OMP_NUM_THREADS=$NCORES

OUTDIR=/scratch/jlynch/zippednvngs

cd $OUTDIR

cufflinks -p 16 -o 247h2o805cl -G /scratch/jlynch/nvit2_evigenes_pub11u.goodclean.gff 197h2o805/accepted_hits.bam

247h2o1704cl.ph

#!/bin/bash -l

#PBS -q default

#PBS -l nodes=1:ppn=16

#PBS -l mem=32gb

#PBS -l walltime=12:00:00

#PBS -j oe

#PBS -A AG-Roth

export PATH=$HOME/cufflinks-2.0.2.Linux_x86_64:$PATH

echo$PATH

#export NCORES=`cat $PBS_NODEFILE | wc -l`

#export OMP_NUM_THREADS=$NCORES

OUTDIR=/scratch/jlynch/zippednvngs

cd $OUTDIR

cufflinks -p 16 -o 247h201704cl -G /scratch/jlynch/nvit2_evigenes_pub11u.goodclean.gff 197h2o1704/accepted_hits.bam

277dpp2610cl.ph

#!/bin/bash -l

#PBS -q default

#PBS -l nodes=1:ppn=16

#PBS -l mem=32gb

#PBS -l walltime=12:00:00

#PBS -j oe

#PBS -A AG-Roth

export PATH=$HOME/cufflinks-2.0.2.Linux_x86_64:$PATH

echo$PATH

#export NCORES=`cat $PBS_NODEFILE | wc -l`

#export OMP_NUM_THREADS=$NCORES

OUTDIR=/scratch/jlynch/zippednvngs

cd $OUTDIR

cufflinks -p 16 -o 277dpp2610cl -G /scratch/jlynch/nvit2_evigenes_pub11u.goodclean.gff 277dpp2610th20/accepted_hits.bam

277gbb1611cl.ph

#!/bin/bash -l

#PBS -q default

#PBS -l nodes=1:ppn=16

#PBS -l mem=32gb

#PBS -l walltime=12:00:00

#PBS -j oe

#PBS -A AG-Roth

export PATH=$HOME/cufflinks-2.0.2.Linux_x86_64:$PATH

echo$PATH

#export NCORES=`cat $PBS_NODEFILE | wc -l`

#export OMP_NUM_THREADS=$NCORES

OUTDIR=/scratch/jlynch/zippednvngs

cd $OUTDIR

cufflinks -p 16 -o 277gbb1611cl -G /scratch/jlynch/nvit2_evigenes_pub11u.goodclean.gff 277gbb1611th20/accepted_hits.bam

277TollA1611cl.ph

#!/bin/bash -l

#PBS -q default

#PBS -l nodes=1:ppn=16

#PBS -l mem=32gb

#PBS -l walltime=12:00:00

#PBS -j oe

#PBS -A AG-Roth

export PATH=$HOME/cufflinks-2.0.2.Linux_x86_64:$PATH

echo$PATH

#export NCORES=`cat $PBS_NODEFILE | wc -l`

#export OMP_NUM_THREADS=$NCORES

OUTDIR=/scratch/jlynch/zippednvngs

cd $OUTDIR

cufflinks -p 16 -o 277TollA1611cl -G /scratch/jlynch/nvit2_evigenes_pub11u.goodclean.gff 277TollA1611th20/accepted_hits.bam

277TollA2610cl.ph

#!/bin/bash -l

#PBS -q default

#PBS -l nodes=1:ppn=16

#PBS -l mem=32gb

#PBS -l walltime=12:00:00

#PBS -j oe

#PBS -A AG-Roth

export PATH=$HOME/cufflinks-2.0.2.Linux_x86_64:$PATH

echo$PATH

#export NCORES=`cat $PBS_NODEFILE | wc -l`

#export OMP_NUM_THREADS=$NCORES

OUTDIR=/scratch/jlynch/zippednvngs

cd $OUTDIR

cufflinks -p 16 -o 277TollA2610cl -G /scratch/jlynch/nvit2_evigenes_pub11u.goodclean.gff 277TollA2610th20/accepted_hits.bam

**III. cuffemerg commands annotation 2.0:**

cuffmerge -p 16 -o 277cuffmergeano20dwt -g /scratch/jlynch/nvit2_evigenes_pub11u.goodclean.gff -s assnv1.fa assembliesdwt.txt

**IV. cuffdiff commands annotation 2.0:**

#!/bin/bash -l

#PBS -q default

#PBS -l nodes=1:ppn=16

#PBS -l mem=64gb

#PBS -l walltime=16:00:00

#PBS -j oe

#PBS -A AG-Roth

export PATH=$HOME/cufflinks-2.0.2.Linux_x86_64:$PATH

echo$PATH

#export NCORES=`cat $PBS_NODEFILE | wc -l`

#export OMP_NUM_THREADS=$NCORES

OUTDIR=/scratch/jlynch/zippednvngs

cd $OUTDIR

cuffdiff -o 287mergedanno2ntnwnd -p 16 -L toll,wt,dpp -u 277cuffmergeano20dwt/merged.gtf /scratch/jlynch/zippednvngs/277TollA1611th20/accepted_hits.bam,/scratch/jlynch/zippednvngs/277TollA2610th20/accepted_hits.bam /scratch/jlynch/zippednvngs/197h2o805/accepted_hits.bam,/scratch/jlynch/zippednvngs/197h2o1704/accepted_hits.bam /scratch/jlynch/zippednvngs/277dpp2610th20/accepted_hits.bam,/scratch/jlynch/zippednvngs/277gbb1611th20/accepted_hits.bam

**V. Tophat commands annotation 1.2**

#!/bin/bash -l

#PBS -q default

#PBS -l nodes=1:ppn=16

#PBS -l mem=64gb

#PBS -l walltime=4:00:00

#PBS -j oe

#PBS -A AG-Roth

export PATH=$HOME/bowtie2-2.0.0-beta6:$HOME/tophat-2.0.3.Linux_x86_64:$HOME/newtophat/samtools-0.1.18:$PATH

echo$PATH

#export NCORES=`cat $PBS_NODEFILE | wc -l`

#export OMP_NUM_THREADS=$NCORES

OUTDIR=/scratch/jlynch/zippednvngs

cd $OUTDIR

tophat2 -p 16 -r 0 -I 10000 -o 257TollA2610an12 -G /scratch/jlynch/zippednvngs/1.2annot/ref_Nvit_2.0_scaffoldsedit.gff3 --no-novel-juncs nvitass2 /scratch/jlynch/zippednvngs2/SN7640117_5879_TollA2610_1_sequence.fq.gz /scratch/jlynch/zippednvngs2/SN7640117_5879_TollA2610_2_sequence.fq.gz

----------------------------------

#!/bin/bash -l

#PBS -q default

#PBS -l nodes=1:ppn=16

#PBS -l mem=64gb

#PBS -l walltime=4:00:00

#PBS -j oe

#PBS -A AG-Roth

export PATH=$HOME/bowtie2-2.0.0-beta6:$HOME/tophat-2.0.3.Linux_x86_64:$HOME/newtophat/samtools-0.1.18:$PATH

echo$PATH

#export NCORES=`cat $PBS_NODEFILE | wc -l`

#export OMP_NUM_THREADS=$NCORES

OUTDIR=/scratch/jlynch/zippednvngs

cd $OUTDIR

tophat2 -p 16 -r 0 -I 10000 -o 257TollA1611an12 -G /scratch/jlynch/zippednvngs/1.2annot/ref_Nvit_2.0_scaffoldsedit.gff3 --no-novel-juncs nvitass2 /scratch/jlynch/zippednvngs2/SN7640117_5882_TollA-1611_1_sequence.fq.gz /scratch/jlynch/zippednvngs2/SN7640117_5882_TollA-1611_2_sequence.fq.gz

----------------------------------

#!/bin/bash -l

#PBS -q default

#PBS -l nodes=1:ppn=16

#PBS -l mem=64gb

#PBS -l walltime=4:00:00

#PBS -j oe

#PBS -A AG-Roth

export PATH=$HOME/bowtie2-2.0.0-beta6:$HOME/tophat-2.0.3.Linux_x86_64:$HOME/newtophat/samtools-0.1.18:$PATH

echo$PATH

#export NCORES=`cat $PBS_NODEFILE | wc -l`

#export OMP_NUM_THREADS=$NCORES

OUTDIR=/scratch/jlynch/zippednvngs

cd $OUTDIR

tophat2 -p 16 -r 0 -I 10000 -o 257gbb1611an12 -G /scratch/jlynch/zippednvngs/1.2annot/ref_Nvit_2.0_scaffoldsedit.gff3 --no-novel-juncs nvitass2 /scratch/jlynch/zippednvngs2/SN7640117_5883_Gbb11611_1_sequence.fq.gz /scratch/jlynch/zippednvngs2/SN7640117_5883_Gbb11611_2_sequence.fq.gz

----------------------------------

#!/bin/bash -l

#PBS -q default

#PBS -l nodes=1:ppn=16

#PBS -l mem=64gb

#PBS -l walltime=4:00:00

#PBS -j oe

#PBS -A AG-Roth

export PATH=$HOME/bowtie2-2.0.0-beta6:$HOME/tophat-2.0.3.Linux_x86_64:$HOME/newtophat/samtools-0.1.18:$PATH

echo$PATH

#export NCORES=`cat $PBS_NODEFILE | wc -l`

#export OMP_NUM_THREADS=$NCORES

OUTDIR=/scratch/jlynch/zippednvngs

cd $OUTDIR

tophat2 -p 16 -r 0 -I 10000 -o 257dpp2610an12 -G /scratch/jlynch/zippednvngs/1.2annot/ref_Nvit_2.0_scaffoldsedit.gff3 --no-novel-juncs nvitass2 /scratch/jlynch/zippednvngs2/SN7640117_5880_dpp2610_1_sequence.fq.gz /scratch/jlynch/zippednvngs2/SN7640117_5880_dpp2610_2_sequence.fq.gz

-------------------------

#!/bin/bash -l

#PBS -q default

#PBS -l nodes=1:ppn=16

#PBS -l mem=64gb

#PBS -l walltime=4:00:00

#PBS -j oe

#PBS -A AG-Roth

export PATH=$HOME/bowtie2-2.0.0-beta6:$HOME/tophat-2.0.3.Linux_x86_64:$HOME/newtophat/samtools-0.1.18:$PATH

echo$PATH

#export NCORES=`cat $PBS_NODEFILE | wc -l`

#export OMP_NUM_THREADS=$NCORES

OUTDIR=/scratch/jlynch/zippednvngs

cd $OUTDIR

tophat2 -p 16 -r 0 -I 10000 -o 247h2o1704an12 -G /scratch/jlynch/zippednvngs/1.2annot/ref_Nvit_2.0_scaffoldsedit.gff3 --no-novel-juncs nvitass2 /scratch/jlynch/zippednvngs2/SN7640117_5878_H2O1704_1_sequence.fq.gz /scratch/jlynch/zippednvngs2/SN7640117_5878_H2O1704_2_sequence.fq.gz

-------------------------

#!/bin/bash -l

#PBS -q default

#PBS -l nodes=1:ppn=16

#PBS -l mem=64gb

#PBS -l walltime=4:00:00

#PBS -j oe

#PBS -A AG-Roth

export PATH=$HOME/bowtie2-2.0.0-beta6:$HOME/tophat-2.0.3.Linux_x86_64:$HOME/newtophat/samtools-0.1.18:$PATH

echo$PATH

#export NCORES=`cat $PBS_NODEFILE | wc -l`

#export OMP_NUM_THREADS=$NCORES

OUTDIR=/scratch/jlynch/zippednvngs

cd $OUTDIR

**VI. Cuffdiff assembly 1.2**

#!/bin/bash -l

#PBS -q default

#PBS -l nodes=1:ppn=16

#PBS -l mem=64gb

#PBS -l walltime=16:00:00

#PBS -j oe

#PBS -A AG-Roth

export PATH=$HOME/cufflinks-2.0.2.Linux_x86_64:$PATH

echo$PATH

#export NCORES=`cat $PBS_NODEFILE | wc -l`

#export OMP_NUM_THREADS=$NCORES

OUTDIR=/scratch/jlynch/zippednvngs

cd $OUTDIR

cuffdiff -o 267nmcd+banno12DvWvT -p 16 -L toll,wt,dpp -u /scratch/jlynch/zippednvngs/1.2annot/ref_Nvit_2.0_scaffoldsedit.gff3 -b /scratch/jlynch/zippednvngs/1.2annot/nvi_ref_Nvit_2.0concat4.fa 257TollA2610an12/accepted_hits.bam,257TollA1611an12/accepted_hits.bam 247h2o805an12/accepted_hits.bam,247h2o1704an12/accepted_hits.bam 257dpp2610an12/accepted_hits.bam,257gbb1611an12/accepted_hits.bam

tophat2 -p 16 -r 0 -I 10000 -o 247h2o805an12 -G /scratch/jlynch/zippednvngs/1.2annot/ref_Nvit_2.0_scaffoldsedit.gff3 --no-novel-juncs nvitass2 /scratch/jlynch/zippednvngs2/SN7640117_5881_H2O0805_1_sequence.fq.gz /scratch/jlynch/zippednvngs2/SN7640117_5881_H2O0805_2_sequence.fq.gz

How the deposited data were processed for this re-analysis (not part of the article)

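RNA of pooled Nasonia vitripennis embryos, 4 to 7 h after egg lay at 28 °C, was sequenced in 6 libraries, 2 from Toll pRNAi, 2 from BMP pRNAi and 2 from water-injected mothers. Each library was assigned to its condition from the sample labels and Additional file 1. The BMP pRNAi group joins 1 dpp and 1 gbb pRNAi library, as in the paper, so differences between these ligands have no replicate. All 6 libraries were used.

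The authors mapped the reads with TopHat to assembly 1.0, guided by annotation 2.0, and ran Cuffdiff 2.0.2 on the 3 conditions. The table they deposited holds, for each of 20033 loci and each library, an expected count of fragments that is not scaled between libraries. Cuffdiff estimates these expected counts in the authors' run by dividing fragments that map to several places, so they need not be whole numbers. The same table holds the FPKM that the authors' Cuffdiff run computed, which is scaled for library size and for the estimated length of the transcripts of a locus. The log2 ratio of FPKM can therefore differ from that of the fragments where a locus has several transcripts. Replicates are numbered 0 and 1 within each condition in the table, and they were matched to the libraries by the order in which the authors' Cuffdiff command, printed in Additional file 1, lists them. Columns of values that could not be matched to a library numbered 0.

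The table names loci by assembly identifiers of the authors' run. Additional file 2 pairs 1799 loci with 2019 gene identifiers. Only part of that table was used here, and it lists significant loci before others, so pairing is more complete for genes that differ. Gene names come from the paper and from Additional files 4 and 5. A locus can hold more than 1 gene identifier, which was the case for 14 of the 102 named genes, and its values are then uncertain for the named gene. Coordinates are those of assembly 1.0, version 2.0 of the annotation.

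From the expected counts, rounded to whole numbers, differences were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalization and the package's default filter on low counts, which kept 10241 loci. The model had a mean per condition and all 6 libraries in the fit. The biological coefficient of variation was 0.0953. The comparisons were Toll pRNAi against water, BMP pRNAi against water and Toll pRNAi against BMP pRNAi, and p was adjusted by the Benjamini-Hochberg method within each, with a threshold of 0.05. A standard error is the absolute log2 fold change divided by the square root of the test's F statistic. FPKM is given as the mean ± SD of 2 libraries. The paper's criteria were applied as an adjusted p under 0.05, a change above 1.5 times in the same comparison and a mean above 3 FPKM in water. Genes were named by a rule, which took every gene that the paper's text names and that could be paired with a locus, and the 2 with the largest change in each comparison and direction among those that passed the threshold, with more than 3 FPKM in water or in the higher group and without overlap between the libraries. Gene lists were those of Additional files 4, 5 and 6. The tables were made with Python 3.11.15.

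The depth was between 22754267 and 30590172 fragments per library. Counting error is small at this depth for most loci. Between replicates, the chi-square per degree of freedom of the counts was 5.03 for Toll pRNAi, 16.6 for water and 42.5 for BMP pRNAi, so the spread between libraries exceeded counting error, least within Toll pRNAi. With 2 libraries per group the spread was estimated from few degrees of freedom. The test was tried on simulated data, drawn from the means and sizes of the real libraries with 200 changed loci among 10086. Libraries were drawn independently, with the same spread for all loci and groups. The edgeR test recovered 72.5% of the changed loci, and 3.3% of the 150 loci it called were unchanged ones. The real groups differed in spread, so these rates need not hold for the real libraries.

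The numbers in the sample titles pair each Toll pRNAi library with a BMP pRNAi library, and the water libraries carry other numbers. This is where the pairing by title number comes from. The deviations from the group means of same-numbered Toll and BMP libraries correlated at 0.141 over 6454 genes, and the counts between these groups, and the values of some named genes, are given with and without the number as a block. The fit with that block used only the Toll and BMP libraries, while the values without it come from all 6 libraries. The block fit left few degrees of freedom, so its p leans on the spread of other loci. The deviations were taken on log2 counts scaled to library size.

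The alternatives were DESeq2 1.42.0 in place of edgeR, RLE size factors in place of TMM, no filter on low counts, at least 10 counts in every library, only the 2 groups compared in the fit, a replicate block by title number, by the replicate number in the table or by the set of library numbers in Additional file 1, limma 3.58.1 on log2(FPKM + 1) or log2(FPKM + 0.1) with a filter of 1 FPKM in at least 2 libraries, limma without that filter, adjustment over the 3 comparisons together, other limits on FPKM and on the fold change, and each library left out in turn. Leaving out 198 loci whose Cuffdiff status was not OK was added after seeing the data. In situ images, primary reads and the paper's Cuffdiff p-values were not re-analysed here. Results for genes that could not be paired with a locus are not given.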

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

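The tests of depth, count model and single libraries for the loci outside Additional file 4, and the test of the shared water libraries, were chosen before their results were seen. The test of title numbers and all tests of the loci that differed within the groups were chosen only after the result was seen.

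Of the loci that passed the 3 criteria of the paper with edgeR, 211 were not paired with a gene of Additional file 4. Of these, 28 were paired with a gene identifier and 183 were not, and of the 302 genes of Additional file 4 only 260 could be paired with a locus, so some of the 183 could be genes of that file. The paper's own test called fewer loci than edgeR in each comparison, and which of these loci it called was not examined. The median of the mean fragments per library was 726 for these loci and 1356 for the 146 loci inside the file. The ratio of 0.536 is above the limit of 0.5 set for low depth as the explanation. It is close to that limit, so lower depth is not ruled out. With DESeq2 in place of edgeR, 95.7% of them also passed, and with limma on log2(FPKM + 1) 64.9% did, against 97.3% and 91.8% of the loci inside the file. Their direction and a change above 1.5 times were kept in all 6 fits that each left out 1 library by 52.1% of them, against 84.2% of the loci inside the file. A single divergent library was to be taken as the explanation if under 50% kept both, and 52.1% is just above that limit. A single library is therefore not ruled out, and it could account for some of those that did not keep both. Fragments shared between similar genes were not tested as an explanation. A response of these loci to the knockdowns remains a hypothesis.

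Changes in the same direction in both knockdowns were found for 39 loci that were higher than in water after Toll pRNAi and after BMP pRNAi and for 27 that were lower in both, against 34 that changed in opposite directions. Of the 39 and 27 loci, 38 and 27 were also found with DESeq2, which found 82 higher and 142 lower in both in total. Of those found with edgeR, 18 are in Additional file 4 and 3 are genes of Additional file 5. Both comparisons share the water libraries, whose noise alone makes the changes alike. Across 7525 loci, which are not independent replicates, the changes in the 2 knockdowns correlated at 0.261 with the shared water mean. With 1 water library as the reference of each knockdown, the correlation was 0.139 in one assignment and 0.121 in the other. It stayed above 0, so noise of the shared libraries may account for part of the correlation but not for all of it. Water and knockdown libraries share 0 numbers in their titles, so the pattern cannot be told apart from a batch of the water pools. A response to double-stranded RNA in general is a candidate explanation that the design cannot separate from such a batch either.

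Loci that differed between the libraries of 1 condition were also found. Among 7525 loci with a mean CPM above 3, 37 were more than 2-fold apart between the water libraries and 29 between the BMP pRNAi libraries, and 17 were apart in both pairs, where 0.14 would be expected from independent pairs. All 17 went the same way, 10 higher in water replicate 1 and BMP replicate 1 and 7 higher in water replicate 0 and BMP replicate 0. With independent noise of the libraries, as many would go opposite ways, and 0 did. The median log2 difference of all loci between the water libraries was 0.0015, but the scaling sets this median near 0, so this value does not bear on library size or normalization as the explanation. A scaling error of a library would move all loci the same way, while between the same water libraries 10 of the 17 loci moved one way and 7 the other, so such an error does not account for the pattern. For 9 of the 10 loci, the log2 difference was between 1.50 and 2.01 in water and between 1.69 and 1.99 after BMP pRNAi. Between the Toll pRNAi libraries, which were not used to choose them, its SD across the 9 loci was 0.0749, against 0.145 across all loci. The Toll differences of these loci, replicate 1 from replicate 0, lay between -0.49 and -0.25, so they were higher in the Toll library that shares its title number with BMP replicate 1, where they were also higher. This leaves 1 source of RNA, present in varying amounts, as a candidate explanation for these 9 loci, and the source was not identified. The 7 loci higher in water replicate 0 and BMP replicate 0 had Toll differences between -0.35 and 0.24, without a common direction. The BMP pRNAi libraries come from different ligands, dpp and gbb, but the water libraries have no such difference, and no biological explanation was tested. Among the 17 are Nasvi2EG010608, Nasvi2EG029760, Nasvi2EG029763, Nasvi2EG033881 and Nasvi2EG008141, which were singled out after their values were seen.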

How the results depend on the processing

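All alternatives but the exclusion of loci with a Cuffdiff status other than OK were set before the data were examined, and that exclusion was chosen after seeing the data and left every count within 1.5 times of its value. Over 14 counts of loci or genes and 163 values under an alternative, 115 stayed within 1.5 times, 23 were lower and 25 were higher. RLE size factors, a minimum of 10 counts in every library and adjustment over the 3 comparisons together left every count within 1.5 times. In what follows, counts for Toll pRNAi against water are to be set beside 266 higher and 105 lower loci, those for BMP pRNAi against water beside 211 higher and 357 lower, and those for Toll pRNAi against BMP pRNAi beside 597 higher and 109 lower. The cause was not tested for any of these changes.

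With DESeq2 there were 427 higher and 342 lower loci after Toll pRNAi and 507 higher and 819 lower loci after BMP pRNAi, each against water, and 175 lower loci between the knockdowns. Of the loci that differed between Toll pRNAi and water, 55.5% were higher with DESeq2 and 71.7% with edgeR. With no filter on low counts there were 533 higher and 705 lower loci after Toll pRNAi, 836 higher and 1217 lower after BMP pRNAi, and 1036 higher and 605 lower between the knockdowns, and 584 loci passed the 3 criteria in place of 357. The higher share was then 43.1% after Toll pRNAi and 63.1% between the knockdowns, where it was 84.6% with the filter. With only the 2 groups compared there were 723 higher and 620 lower loci after Toll pRNAi but 26 higher and 136 lower after BMP pRNAi, so that 53.8% and 16.0% were higher, against 37.1% after BMP pRNAi with all 6 libraries, and 6 broad lateral genes were lower after BMP pRNAi in place of 15.

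With limma on log2(FPKM + 1) there were 373 higher loci after BMP pRNAi and 317 between the knockdowns, and on log2(FPKM + 0.1) there were 349 and 321. The higher share after BMP pRNAi was 57.9% and 57.4%. On log2(FPKM + 0.1), 4 ventral genes were higher after BMP pRNAi in place of 8. With limma on log2(FPKM + 1) and no filter there were 0 higher and 0 lower loci after Toll pRNAi, where 1526 and 1089 had an unadjusted p under 0.05, 5 higher and 24 lower after BMP pRNAi (17.2% higher), and 125 higher and 40 lower between the knockdowns, and 97 loci passed the 3 criteria. In the same setting 0 ventral genes were lower after Toll pRNAi and 0 higher after BMP pRNAi (19 and 12 at an unadjusted p under 0.05), 11 dorsal genes were lower after BMP pRNAi in place of 27, 1 broad lateral gene was lower, and 8 broad lateral genes in place of 19 differed between the knockdowns. Limits on FPKM and fold change moved the number of loci passing the 3 criteria, to 222 with a mean above 10 FPKM in water and to 123 with a change above 2 times.

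With the title number as a replicate block, 1005 loci were higher and 364 lower after Toll pRNAi than after BMP pRNAi, and the higher share was 73.4%. That fit used only the Toll and BMP libraries, which without the block gave 401 higher and 73 lower loci. With a block by the replicate number in the deposited table, which crosses the title numbers of the Toll and BMP libraries, 46 loci were higher and 43 lower after Toll pRNAi and 68 higher after BMP pRNAi, and the higher share was 51.7% and 21.5%. Deviations from the group means of libraries with the same number in the table correlated at -0.141 for Toll and BMP, -0.0419 for Toll and water and -0.000249 for water and BMP. With a block by the set of library numbers, 205 loci were lower after Toll pRNAi, 608 were higher and 848 lower after BMP pRNAi, and 164 were lower between the knockdowns.

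The count of germline genes lower after Toll pRNAi was 0, with 3 of the 4 at an unadjusted p under 0.05. It was 4 with no filter on low counts, 3 with only the 2 groups compared and 1 with a block by the set of library numbers.

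Fits that each left out 1 library have a group with 1 library and no p, so only loci that had already passed and changed more than 1.5 times were counted when they kept both direction and size. Across the 6 fits, the count of higher loci after BMP pRNAi was from 43 to 69 of 69, and the lowest value came without BMP replicate 0. The counts were from 41 to 53 of 55 higher and from 50 to 57 of 57 lower loci after Toll pRNAi, from 206 to 239 of 239 lower after BMP pRNAi, and from 304 to 347 of 347 higher and from 76 to 79 of 79 lower between the knockdowns. In genes of Additional file 5, they were from 17 to 17 ventral genes lower after Toll pRNAi, from 6 to 8 ventral genes higher, from 25 to 26 dorsal genes lower and from 10 to 13 broad lateral genes lower after BMP pRNAi, and from 18 to 19 broad lateral genes that differed between the knockdowns. The number passing the 3 criteria was from 272 to 349.

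Of 204 log2 fold changes of named genes that passed the threshold, 2 no longer passed with DESeq2, 1 with RLE size factors, 2 with adjustment over the 3 comparisons together, 18 with only the 2 groups compared, 13 with a block by the table's replicate number, 9 and 15 with limma on log2(FPKM + 1) and log2(FPKM + 0.1), and 118 with limma and no filter. Among the log2 fold changes of named genes that passed the threshold or are given in the text, single libraries left out not counted, the direction changed under an alternative for 5, none of which passed the threshold with edgeR. That of Nasvi2EG010608 between BMP pRNAi and water was -0.22 with edgeR and 0.12 with limma on log2(FPKM + 1), with or without the filter, and 0.26 with limma on log2(FPKM + 0.1). The others were near 0 after Toll pRNAi. For calsyntenin, at 0.011 with edgeR, the value was -0.0059 with DESeq2, -0.0034 with RLE size factors, -0.018 with no filter on low counts, -0.0082 with only the 2 groups compared, -0.010 with limma on log2(FPKM + 1) and -0.011 on log2(FPKM + 0.1). For tailup, at 0.024, it was -0.0068 with no filter on low counts, -0.093 with limma on log2(FPKM + 1) and -0.12 on log2(FPKM + 0.1). For Nv-myosinXV, at 0.029, the same settings gave -0.0013, -0.048 and -0.050. For CG45263, at 0.054, limma gave -0.024 on log2(FPKM + 1) and -0.033 on log2(FPKM + 0.1). The values on log2(FPKM + 1) were the same with and without the filter.

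On simulated data with 2 libraries per group, 72.5% of the changed loci were recovered, and 85% of those changed 2-fold or more. All loci and groups were drawn with the same spread, unlike the real libraries, so these rates need not hold for them.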

Differences from the paper's values

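Over 202 values that the paper or its additional files state and that were also computed here, 19 differed. Alternatives in this part are those set before the data were examined.

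The paper's Cuffdiff test, as listed in Additional file 2, gives 167 loci with a significant difference between Toll pRNAi and water, 91 between BMP pRNAi and water and 176 between Toll pRNAi and BMP pRNAi. With edgeR there were 371, 568 and 706. None of the alternatives closed the gap in the comparisons with water. With limma on log2(FPKM + 1) and no filter there were 165 between the knockdowns, and the other alternatives did not come within the limit.

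The paper's count of broad lateral genes reduced after BMP pRNAi is 7, and 15 were lower here. With only the 2 groups compared there were 6, and the other alternatives left the difference. For broad lateral genes that differed only between the knockdowns the paper gives 11 and 4 were found here, and no alternative closed this gap. Of the classes, the one higher after Toll pRNAi and lower after BMP pRNAi than in water has about 3 genes in Fig. 3a, read by eye, and 14 here, which no alternative closed. The class lower only after Toll pRNAi has about 20 genes in Fig. 3a, read by eye, and 8 here, and with only the 2 groups compared it had 18. The class higher after Toll pRNAi only relative to BMP pRNAi has about 16 genes in Fig. 3a, read by eye, and 4 here, and with limma on log2(FPKM + 1) and no filter it had 23. The other alternatives closed neither gap.

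For 87 genes, 175 log2 fold changes of Additional file 4 were compared. The log2 ratio of the mean FPKM was within 0.0288 of each of them. The edgeR log2 fold changes, which rest on fragments, differed from the paper's by 0.0278 in the median and by 1.38 at most. After BMP pRNAi, Nv-toy changed by -1.97 against the paper's -3.34, which no alternative closed, and Nv-homeobrain changed by -0.98 against the paper's -1.32, which the fits with limma on FPKM closed, at -1.29 on log2(FPKM + 1) and -1.32 on log2(FPKM + 0.1). After Toll pRNAi, Nv-homeobrain changed by -0.46 against the paper's -0.58, and the difference was within the replicate SD with DESeq2, with no filter on low counts and with limma on FPKM. Nv-toy changed by 1.35 against the paper's 1.25 and the difference was within that SD with DESeq2, RLE size factors, no filter on low counts, only the 2 groups compared, a block by the table's replicate number or by library-number set, and limma on log2(FPKM + 0.1). Nv-omb changed by 0.84 against the paper's 0.73, and DESeq2, RLE size factors, no filter on low counts, only the 2 groups compared and limma on FPKM closed the gap. Nv-sim changed by -2.52 against the paper's -2.72, and limma on log2(FPKM + 0.1) closed the gap, at -2.67. Nv-meteorin changed by -0.56 against the paper's -0.78, and DESeq2, no filter on low counts and limma on log2(FPKM + 0.1) closed the gap. In each of these cases the alternatives not named left the difference.

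Changes near 0 after Toll pRNAi had the opposite sign to the paper's for 4 genes, none of which passed an edgeR adjusted p of 0.05. The value was 0.011 against the paper's -0.012 for calsyntenin, 0.024 against the paper's -0.12 for tailup, 0.029 against the paper's -0.050 for Nv-myosinXV and 0.054 against the paper's -0.029 for CG45263. For all of these, limma on FPKM gave the paper's sign. For calsyntenin, tailup and Nv-myosinXV, so did no filter on low counts, and for calsyntenin also DESeq2, RLE size factors and only the 2 groups compared. The other alternatives did not.

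The paper describes all ventral genes as significantly reduced after Toll pRNAi. Of the paired ones, Nv-optix did not pass with edgeR, at -0.64, and it passed with DESeq2, no filter on low counts, only the 2 groups compared, a block by library-number set, and limma on log2(FPKM + 1) or log2(FPKM + 0.1) with the filter. Nv-meteorin passed under no alternative. It describes the germline genes as significantly reduced after Toll pRNAi, and of the 4 that were paired none passed with edgeR, with 3 at an unadjusted p under 0.05. Without a filter on low counts all 4 passed, with only the 2 groups compared Nasvi2EG008139, Nasvi2EG008141 and Nv-gapdh passed, and with a block by library-number set Nasvi2EG008139 passed. The decrease of Nasvi2EG010608 after Toll pRNAi, which the paper describes as marked, was -2.38 and passed only with no filter on low counts. The paper names CG13296 as the most strongly affected gene, and after Toll pRNAi the decrease of Nv-twi, at -4.20, was not smaller than that of CG13296 after BMP pRNAi, at -4.20. In one place the paper describes the larger group of ventral genes as increased after BMP pRNAi, and of 19 paired ventral genes 8 were higher, 2 were lower and 9 passed in neither direction. Apart from Nv-tsg2 and Nv-wee1, the paper describes the dorsal genes it examined as independent of Toll, and of the 28 other paired dorsal genes 3 were higher after Toll pRNAi than in water, dorsocross at 0.52, Nv-shrub at 0.70 and Nasvi2EG009559 at 0.43.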

Other observations

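The tests of the in situ outcome were chosen before their results were seen. The tests of the germline genes, of Nasvi2EG010608 and of merged loci were chosen only after the result was seen.

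The paper followed genes of Additional file 4 by in situ hybridization, and the file lists for some genes that no pattern was found. The largest absolute log2 fold change over the 3 comparisons had a median of 1.58 for 83 genes with a pattern and 1.07 for 43 genes without one (two-sided permutation test with 100000 resamples, p = 4e-05, adjusted p = 8e-05 over the 2 measures tested). The median FPKM in water was 16.3 and 8.04 (permutation test on log2(FPKM + 1), p = 0.0041, adjusted p = 0.0041). The size of the change and the level of expression are therefore both candidate explanations for the outcome, and they were not separated from each other. A biological explanation was not tested.

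The germline genes were lower after Toll pRNAi than in water, and the difference depended on water replicate 0. Without it, the log2 fold change was -0.88 in place of -1.60 for Nasvi2EG008141, -0.73 in place of -0.97 for Nasvi2EG008139, -0.41 in place of -0.99 for Nv-gapdh (Nasvi2EG007624) and -0.11 in place of -0.44 for Nv-jafrac (Nasvi2EG017598). It fell to less than 0.5 of its size for 2 of the 4 genes, so a single water library may account for part of the difference from water. Between Toll pRNAi and BMP pRNAi, a comparison without the water means, the 4 genes were also lower after Toll pRNAi, with edgeR adjusted p from 0.073 to 0.53, and 3 of the 4 passed with the title number as a block. That block fit used only the Toll and BMP libraries and left few degrees of freedom, so its p leans on the spread of other loci. With each library left out in turn, the change between the knockdowns lay between -1.16 and -0.02 for Nasvi2EG008141 and between -0.78 and 0.15 for Nv-gapdh. It lay between -1.03 and -0.38 for Nasvi2EG008139 and between -0.89 and -0.49 for Nv-jafrac. Each of the 4 was also higher in BMP replicate 0 than in BMP replicate 1, and the log2 difference of replicate 1 from replicate 0 was between -1.08 and -0.38. A difference in the age of the embryos within the collection window was not tested.

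For Nasvi2EG010608, leaving out water replicate 1 brought the log2 fold change after Toll pRNAi from -2.38 to -0.32, so the decrease relative to water may come from a single water library. The difference between Toll pRNAi and BMP pRNAi does not use the water means, and it was -2.16 (standard error 0.87, edgeR adjusted p = 0.18), -2.13 (edgeR adjusted p = 4.2e-06) with the title number as a block, and between -2.62 and -1.46 with each library left out in turn. The block fit had no water libraries, whose spread is part of the standard error without the block. The gene is one of the loci that were more than 2-fold apart both within water and within BMP pRNAi.

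Fold changes of FPKM and of fragments were more than 0.5 apart on the log2 scale for 1 of the paired loci with means above 1 FPKM in both groups, that of Nv-traf4 between the knockdowns, at -1.17 and -0.44. For Nv-toy after BMP pRNAi they were -3.35 and -1.97, and for the locus of Nv-CG42249 after Toll pRNAi -3.43 and -2.77, but these were not counted, since the means there were 0.402 and 0.406 FPKM. These loci were named after their values were seen. Loci that merge several gene models were considered as the explanation, with 1 of 79 loci with 2 or more identifiers and 0 of 425 loci with 1 identifier over that limit (two-sided Fisher's exact test, p = 0.16). With 1 such locus the test cannot give a smaller p, so merging cannot be ruled out for Nv-traf4. The locus of Nv-toy holds 1 identifier, so merging of paired gene models does not account for its difference. A change in the transcripts used at the locus was not tested.

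The spread between replicates differed between groups. The SD across loci of the log2 difference between the libraries of a pair was 0.127 for Toll pRNAi, 0.196 for water and 0.251 for BMP pRNAi, where the libraries come from knockdowns of different ligands.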
